# *Lhx5* controls mamillary differentiation in the developing hypothalamus of the mouse

**DOI:** 10.3389/fnana.2015.00113

**Published:** 2015-08-14

**Authors:** Michael Heide, Yuanfeng Zhang, Xunlei Zhou, Tianyu Zhao, Amaya Miquelajáuregui, Alfredo Varela-Echavarría, Gonzalo Alvarez-Bolado

**Keywords:** knockout, LIM-HD, mamillary body, mouse, mutant, neuronal identity, *Sonic hedgehog*

## Abstract

Acquisition of specific neuronal identity by individual brain nuclei is a key step in brain development. However, how the mechanisms that confer neuronal identity are integrated with upstream regional specification networks is still mysterious. Expression of *Sonic hedgehog* (*Shh*), is required for hypothalamic specification and is later downregulated by *Tbx3* to allow for the differentiation of the tubero-mamillary region. In this region, the mamillary body (MBO), is a large neuronal aggregate essential for memory formation. To clarify how MBO identity is acquired after regional specification, we investigated *Lhx5*, a transcription factor with restricted MBO expression. We first generated a hypomorph allele of *Lhx5*—in homozygotes, the MBO disappears after initial specification. Intriguingly, in these mutants, *Tbx3* was downregulated and the *Shh* expression domain abnormally extended. Microarray analysis and chromatin immunoprecipitation indicated that *Lhx5* appears to be involved in *Shh* downregulation through *Tbx3* and activates several MBO-specific regulator and effector genes. Finally, by tracing the caudal hypothalamic cell lineage we show that, in the *Lhx5* mutant, at least some MBO cells are present but lack characteristic marker expression. Our work shows how the *Lhx5* locus contributes to integrate regional specification pathways with downstream acquisition of neuronal identity in the MBO.

## Introduction

The hypothalamus is a brain region with essential roles in homeostasis and behavior (see for instance, Saper and Lowell, 2014). Alterations of its complex development can lead to pathological conditions in adults (Caqueret et al., 2005). The hypothalamus is subdivided into highly differentiated regions formed by functionally and morphologically highly differentiated neuronal aggregates, the hypothalamic nuclei. The induction and specification of the hypothalamus in general has been the subject of numerous studies in a variety of animal models (reviewed in Machluf et al., 2011; Pearson and Placzek, 2013). These have identified important roles for Shh, BMP, Wnt, FGF, and Nodal signaling. Although these well-known signaling pathways have been shown to specify the hypothalamus as a region, as well as determining its dorso-ventral, antero-posterior, and latero-medial axes, how the specification of individual nuclei is regulated remains elusive.

One particularly important region is the mamillary region, including its main nucleus, the mamillary body (MBO). The MBO is a large and compact neuronal aggregate acting as a hub between hindbrain, thalamus, and hippocampus through major afferent and efferent axonal bundles. The MBO has key functions in foraging behavior as in memory formation (Vann and Aggleton, 2004; Vann, 2013). Loss of the MBO in *Foxb1* mutant mice leads to deficits in working memory (Radyushkin et al., 2005). In humans, MBO degeneration is involved in the anterograde amnesia characteristic of the Wernicke-Korsakoff syndrome (Kahn and Crosby, 1972), a serious neurological condition connected to alcohol abuse (Kopelman et al., 2009) and bariatric surgery (Koffman et al., 2006). Although analysis of mouse and zebrafish mutants has shown that transcription factors *Sim1* and *2, Foxb1*, and *Fezf2* are required for MBO development and survival (Alvarez-Bolado et al., 2000a; Marion et al., 2005; Wolf and Ryu, 2013), little is known about the genetic regulation of MBO development.

Forebrain expression of *Sonic hedgehog* (*Shh*), which encodes a secreted protein with morphogen properties, is essential for appropriate hypothalamic regional specification (Szabó et al., 2009). The hypothalamic *Shh* expression domain, however, has to be downregulated in the mamillary region in order for it to differentiate (Manning et al., 2006). The T-box (Tbx) family of transcription factor genes has essential roles in development (Naiche et al., 2005; Greulich et al., 2011; Wansleben et al., 2014). Work on zebrafish has shown that Wnt inhibition is necessary for hypothalamic differentiation (Kapsimali et al., 2004), and in chick BMP signaling leads to Wnt inhibition and subsequent upregulation of T-box gene *Tbx2*, which specifically represses *Shh* in the tuberal and mamillary regions allowing them to differentiate (Manning et al., 2006). This role of *Tbx2* is performed by *Tbx3* in the mouse (Trowe et al., 2013). What is not clear is how the downregulation of Shh translates into nuclear formation and how nucleogenesis is integrated in the regulatory networks of regional specification mechanisms.

LHX5 is a member of the LHX family of transcription factors acting as important differentiation determinants (Hobert and Westphal, 2000; Kadrmas and Beckerle, 2004), and it is strongly expressed in the caudal hypothalamus from very early stages (E9.5) through the time of formation of recognizable neuronal aggregates (Figures 1A–D) (Sheng et al., 1997; Allen-Institute-for-Brain-Science, 2009; Shimogori et al., 2010). *Lhx5* has specific roles in forebrain development— e.g., it is essential for hippocampal development (Zhao et al., 1999) and regulates the distribution of Cajal-Retzius neurons (Miquelajáuregui et al., 2010). Here we created a novel mutant allele of *Lhx5* and analyzed it using expression profiling with microarrays, ChIP-Seq and luciferase experiments, as well as examination of the hypothalamus of the *Tbx3*^−∕−^. Our results indicate that *Lhx5* has an essential role in several different developmental pathways regulating MBO specification and differentiation.

**Figure 1:**
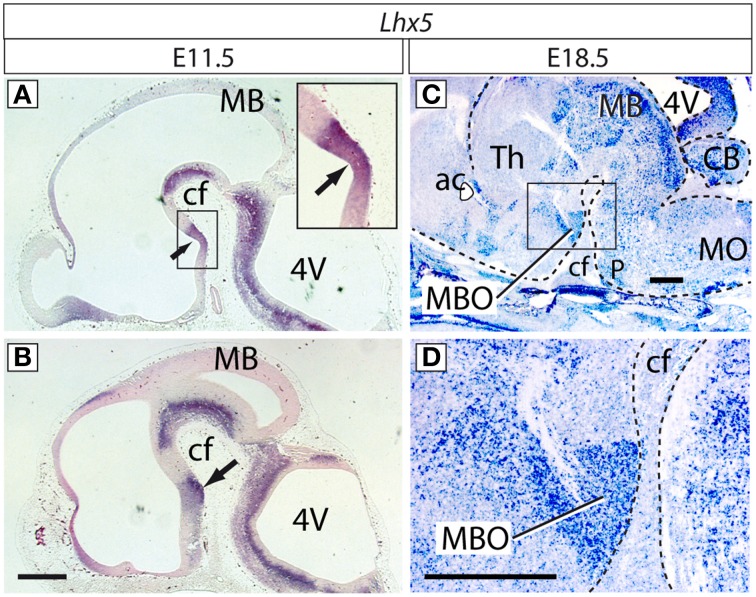
**Expression of *Lhx5* in the mamillary region**. *In situ* hybridization for *Lhx5* on sagittal sections (rostral to the left) of E11.5 (A,B) and E18.5 (C,D) brains. *Lhx5* is expressed in the ventricular zone (neuroepithelium; arrow in **(A)** and inset in **(A)** as well as in the incipient mamillary mantle layer (arrow in **B**). At E18.5, the MBO is prominently and specifically labeled in the mamillary region (framed in **C**, magnified in **D**). Abbreviations: 4V, fourth ventricle; ac, anterior commissure; cf, cephalic flexure; MB, midbrain; MBO, mamillary body; MO, medulla oblongata; P, pons; Th, thalamus. In **(C,D)** a dashed line brings out the contour of the brain. Scale bars: 500 μm.

## Materials and methods

### Mouse lines

Animals were housed and handled in ways that minimize pain and discomfort, in accordance with German animal welfare regulations (Tierschutzgesetz) and in agreement with the European Communities Council Directive (2010/63/EU). The authorization for the experiments was granted by the Regierungspräsidium Karlsruhe (state authorities) and the experiments were performed under surveillance of the Animal Welfare Officer of the University of Heidelberg responsible for the Institute of Anatomy and Cell Biology. To obtain embryos, timed pregnant females of the appropriate crossings were sacrificed by cervical dislocation.

#### Conditional *Lhx5* mutant (*Lhx*5^*fl*∕+^)

We generated a novel conditional allele of *Lhx5* by homologous recombination. We cloned the conditional *Lhx5* targeting construct by inserting loxP sites into the *Lhx5* locus spanning a region from intron 1 to intron 4 including exons 2–4 (Figures 2A–C).

**Figure 2:**
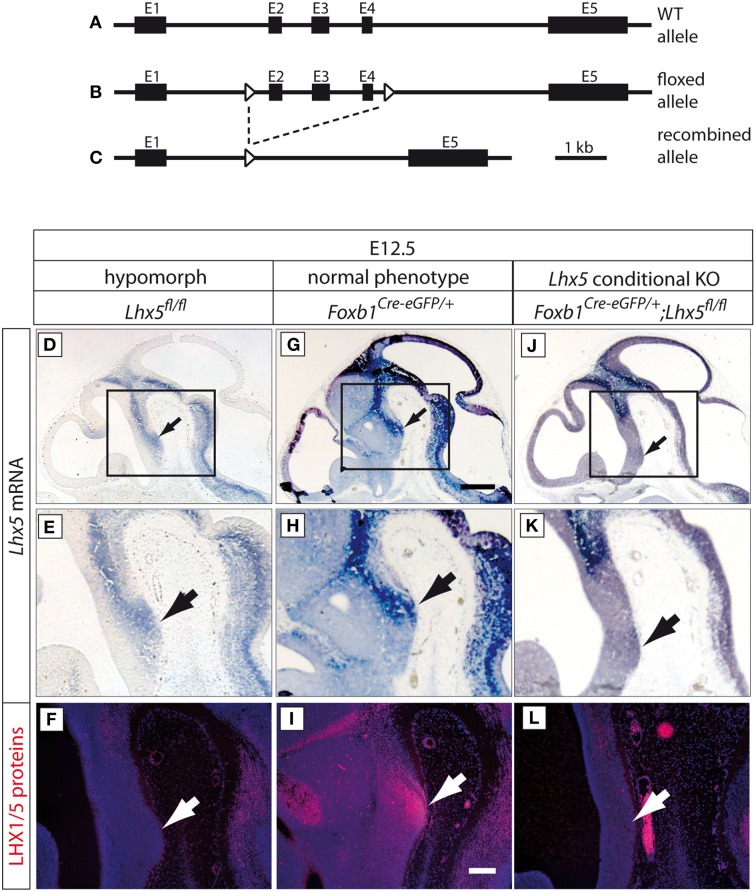
**Generation of a novel *Lhx5* mutant allele. (A–C)** *Lhx5* wild type allele, floxed allele and recombined allele, as indicated. Exons 2–4 were flanked by loxP sites. **(D–L)** Upper two rows: *In situ* detection of *Lhx5* mRNA on sagittal sections of E12.5 embryo brains (genotypes as indicated). Scale bar in **(G)**, 500 μm. Arrows show the localization of the MBO. **(E,H,K)** High-magnification of the areas framed in **(D,G,J)**. Lower row **(F,I,L)**: Antibody detection of LHX5 protein on parallel sections to those shown in **(D,G,J)**. Scale bar in **(I)**, 100 μm. Arrows show the localization of the MBO.

#### *Foxb1*^*Cre−eGFP*∕+^ mutant mice

In this line (Zhao et al., 2007), the *Foxb1* coding sequence has been replaced by a Cre-IRES-eGFP cassette by homologous recombination, and this allele expresses *Cre* and eGFP under the control of the regulatory sequences of *Foxb1*. These mice show *Cre* expression in the thalamic and hypothalamic neuroepithelium (Zhao et al., 2007, 2008). We used only heterozygous *Foxb1*^*Cre*−*eGFP*∕+^ mice, which show a normal phenotype (Zhao et al., 2007, 2008), *Foxb1*^*Cre*−*eGFP*∕*Cre*−*eGFP*^ homozygotes were not used in this study.

#### ROSA26R reporter mouse line

Upon Cre-recombination, cells express ß-galactosidase (Soriano, 1999).

#### *Tbx3* mouse mutant line (*Tbx3*^+∕−^)

Histological material from *Tbx3*^−∕−^ mouse mutants (Hoogaars et al., 2007) was kindly provided by O. Trowe and A. Kispert (University of Hannover, Germany) with permission of V.M. Christoffels (University of Amsterdam, The Netherlands).

### Immunohistochemistry

Embryos or embryonic brains were dissected, fixed in 4% paraformaldehyde, embedded in paraffin, and sectioned at 10 μm. Immunofluorescent stainings were performed according to standard protocols. For antigen retrieval the sections were immersed in Tris-EDTA-Buffer pH 9 (10 mM Tris, 1 mM EDTA, 0,05% Tween-20) and treated in a Silit Sicomatic t-plus pressure cooker (2 rings, 10 min). The following primary antibodies were used: mouse anti-neurofilament 2H3 (Developmental Studies Hybridoma Bank, Iowa City, 1:100), chicken anti-GFP (Abcam Ab13970, 1:100), mouse monoclonal antibody “4F2” anti-LHX1 and LHX5 (Developmental Studies Hybridoma Bank, Iowa City, 1:100), mouse Ki67 (Becton Dickinson 550609, 1:100), mouse anti-ßIII-tubulin (Sigma-Aldrich T8660, 1:100), rat anti-BrdU (Abcam Ab6326, 1:100), mouse anti-BrdU/IddU (Becton-Dickinson 340649, 1:100), and rabbit anti-active Caspase 3 (Abcam Ab13847, 1:300). Secondary antibodies: anti-chicken IgG Alexa Fluor 488 (Life Technologies, 1:300), anti-rabbit IgG Alexa Fluor 488 (Life Technologies, 1:300), anti-mouse IgG Alexa Fluor 488 (Life Technologie, 1:300), anti-rat IgG Alexa Fluor 568 (Life Technologies, 1:300), and anti-mouse IgG Alexa Fluor 594 (Life Technologies, 1:300). Cell nuclei were stained with DAPI (Roth, 1:10000) or TO-PRO-3 (Life Technologies, 1:2000).

### Measurements of MBO size

For the measurements of MBO size (**Figure 4I**) we first visualized the MBO on sections by labeling it with an anti-GFP antibody, then measured the labeled area (in pixels) with the public domain software ImageJ. We did this for every section with MBO and added up all the MBO-section areas measured in every individual embryo. The result was the sum of the MBO section areas for mutants and controls.

### *In Situ* hybridization

Templates were amplified by PCR from cDNA and probes were synthesized using the Roche DIG RNA labeling Mix. *In situ* hybridization was performed on paraffin sections according to previously described protocols (Blaess et al., 2011). The sections were counterstained with 0.1% Eosin.

### Microarray

The mamillary neuroepithelium of E10.5 wild type and mutant embryos was dissected and directly frozen at −80°C. The RNA was preserved with RNAlater ICE (Life Technologies) and sent to MFT Services Tübingen, Germany, for microarray experiments and basic bioinformatical analysis. These experiments were done using the Affymetrix Gene Chip Mouse Gene 1.1 ST Array Plates. The “heat map” was generated by using the TM4 Software. All Microarray samples are available on the GEO database.

### Quantitative PCR

The quantitative PCR was performed according to MIQE guidelines (Bustin et al., 2009). RNA was isolated using the RNeasy Plus Micro Kit (Qiagen) and RNA integrity was checked on an agarose gel. The RNA was reverse transcribed using the M-MLV Reverse Transcriptase (Promega). Quantitative PCR was performed using Power SYBR green PCR Master Mix (Applied Biosystems) and a Step One Plus Real-Time PCR System (Applied Biosystems). Quantification was performed with the delta-delta Ct method and *Ef1* was used as endogenous control (reference gene).

### Cell culture

To generate a stably transfected *Lhx5*-expressing Neuro2a cell line, a construct was generated that added a FLAG-tag to the C-terminus of LHX5 and that controls the expression of *Lhx5* under the Ptight-promotor of the Tet-On Advanced Inducible Gene Expression System (Clontech). The cells were cotransfected with this construct and the pTet-ON-Advanced vector (3:1) by using FUGENE HD Transfection Reagent (Promega). The cells were selected in medium containing 1 mg/ml G418 and clones that showed a doxycycline-dependent, homogenous expression of *Lhx5* were frozen for further experiments.

### ChIP-Seq

The ChIP-Seq experiments were performed according to published protocols (Robertson et al., 2007; Schmidt et al., 2009).

We treated the cells of our *Lhx5*-expressing Neuro2a cells (see above) with doxycycline for 24 h to induce *Lhx5* expression, fixed the cells for 10 min in 1% formaldehyde and sonicated to generate fragments of approximately 200 bp. We performed chromatin immunoprecipitation overnight using an anti-FLAG antibody (Sigma) at 4°C, then removed protein and RNA by enzymatic digestion and sent the purified DNA to the Deep Sequencing Facility (Heidelberg University, Germany). High-throughput sequencing was performed using the NEB ChIPseq Master Mix Prep kit for Illumina and an Illumina HiSeq2000 instrument. All ChIP-Seq samples are available on the GEO database. The data obtained were analyzed using the tools of the Galaxy project (Giardine et al., 2005). Sequence reads were mapped to the mm9 genome assembly with Bowtie (Trapnell and Salzberg, 2009) and unmapped reads were removed. Peak calling was performed with MACS using a M-FOLD value of 10 and a *p*-value cutoff of 1e-05. The input sequences were used as a control. The peaks were annotated with PeakAnalyzer 1.4 (Salmon-Divon et al., 2010) using the “nearest downstream gene” method. For the identification of enriched motifs we used DREME (Bailey, 2011). As a control, we performed the same analysis with cells that only expressed the FLAG-tag. In this control only 56 peaks were found and no meaningful binding motif was identified in the DREME analysis.

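The control cells carried the FLAG tag, a short peptide that the anti-FLAG antibody recognizes, without LHX5. From these cells 1 anti-FLAG library and 1 input library were sequenced, so no value has a replicate. The deposited list of the anti-FLAG library held 56 peaks (95% exact Poisson interval 42.3 to 72.7, which covers counting error only). The number stayed at 56 without the peaks on chromosomes X and Y, and fell to 55 when peaks within 1 kb of each other were merged. The peaks had a median length of 276.5 bp and lay at a median distance of 30260 bp from the start of the gene they were assigned to. Of the 56 peaks, 24 overlapped an annotated small nuclear or small nucleolar RNA gene, which is 42.9% (95% exact binomial interval 29.7% to 56.8%). Among 111 windows of the same lengths that start 10 kb beyond the edges of the peaks, 1 overlapped such a gene (one-sided Fisher's exact test, p = 1.36e-12). Many of these peaks lie close together. With only the first peak kept of each cluster of peaks within 100 kb of each other, a choice made after seeing the data, 8 of 40 peaks and 0 of 79 windows overlapped such a gene (one-sided Fisher's exact test, p = 9.81e-05). Of all 24 peaks on such genes, 8 lay on U1 genes, 7 on U2 genes and 5 on U3 genes. The motif YTAATTAA, in which Y stands for C or T (Figure 7A), was present in 1 of the 56 control peaks, or 1.79% (95% exact binomial interval 0.0452% to 9.55%). It was present in 5 of the 111 windows beside them, and the peaks did not exceed the windows (one-sided Fisher's exact test, p = 0.918). The share of control peaks rose to 8.93% when the shorter sequence TAATTA was counted, again without exceeding the windows (one-sided Fisher's exact test, p = 0.677). The motif search itself was not repeated here.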

### Luciferase assay

Luciferase Assays were performed in the stably transfected Neuro2a cell line using the Dual-Luciferase Reporter Assay System (Promega). The identified LHX5 binding sites were cloned into a luciferase reporter pGL4.26 (Promega) and a *Lmo1* expression vector (Origene MC203585) was used for competition experiments. TurboFect Transfection Reagent (Thermo Scientific) was used for the transfection of the *Lhx5* expressing Neuro2a cell line. Transfected cells were treated with doxycycline to induce *Lhx5* expression. Two independent experiments with triplicates were performed.

### Cell cycle analysis

The cell cycle analysis was performed according to published methods (Martynoga et al., 2005). In this protocol, timed-pregnant mice were first injected intra-peritoneally with 0.05 mg iododeoxyuridine (IddU, Sigma) in 0.9% NaCl per gram of body weight and then 1.5 h later with the same dose of bromodeoxyuridine (BrdU) (Sigma). After an additional 30 min, the mice were sacrificed and the embryos collected. Paraffin sections (8 μm) were obtained and IddU and BrdU labeled cells were detected using standard immunohistochemistry. IddU-positive and IddU/BrdU-double positive cells were quantified and the length of the S-phase and of the whole cell cycle were calculated according to published formulas (Martynoga et al., 2005).

### ß-Galactosidase activity detection

ß-Galactosidase activity was detected as described (Koenen et al., 1982). Embryos from timed pregnancies were collected and directly frozen in OCT at −80°C. The embryos were cut (20 μm) and the sections were fixed for 5 min in 1% paraformaldehyde, 0.2% glutaraldehyde and 0.2% NP-40 in PBS. The sections were then rinsed and incubated in staining solution (1 mg/ml X-gal, 5 mM K3Fe(CN)6, 5 mM K4FE(CN)6 and 2 mM MgCl2 in PBS) overnight in the dark at RT. The sections were counterstained with Nuclear Fast Red.

## Results

### *Lhx5* expression in the presumptive mamillary region

In order to investigate how the formation of the MBO is regulated we set out to analyze the function of the candidate gene *Lhx5*. *Lhx5* is expressed in the caudal hypothalamus of the mouse as early as E9.5, approximately the time when *Shh* is specifically downregulated in this area (Sheng et al., 1997) The MBO is derived from the mamillary recess (Altman and Bayer, 1986), present in the mouse from E11.5. We detected *Lhx5* transcripts by ISH at E11.5 in the presumptive mamillary neuroepithelium (ventricular zone) (medial sections) (Figure 1A) as well as in the earliest post-mitotic layer (mantle layer) of the mamillary region (Figure 1B). Later, at E18.5, when most nuclei and axonal tracts are already clearly recognizable, *Lhx5* expression persisted in the MBO labeling it in a specific and strong way (Figures 1C,D). Detailed expression patterns can be found in databases (Allen-Institute-for-Brain-Science, 2009).

The presence of *Lhx5* expression from the stage when *Shh* is downregulated in the ventricular zone until the MBO is fully formed suggested a role spanning the entire specification and differentiation of this nucleus and a possible link between the specification of the mamillary region as a separate hypothalamic field, and the specification of the MBO as a unique neuronal aggregate inside this field.

### Biallelic disruption of intronic sequences of Lhx5 causes LHX5 protein loss and abnormal phenotype

In order to explore the role of *Lhx5* in MBO development we generated a novel conditional *LHx5* mouse line (Figures 2A–C). The PGK-neo cassette was flanked by FRT sites and was removed by crossing with the FLPeR deleter mouse (Farley et al., 2000). Unexpectedly, we found high embryonic lethality for the non-Cre-recombined conditional mouse line: out of 747 mice from this line surviving after weaning only three (0.4%) were homozygous (*Lhx5*^*fl*∕*fl*^). We hypothesized that the loxP insertions in intronic regions could have disrupted a hitherto unknown regulatory element necessary for appropriate RNA processing, as has been reported in a number of other mutants (see for instance, Meyers et al., 1998; Nagy et al., 1998; Kist et al., 2005). This could result in a reduced production of LHX5 protein in *Lhx5*^*fl*∕*fl*^ mice and a hypomorph phenotype. To explore this possibility we first detected *Lhx5* mRNA on histological sections of *Lhx5*^*fl*∕*fl*^ embryo brains plus two other related genotypes as controls (Figure 2; Supplementary Figures 1, 2). As positive control we used *Foxb1*^*Cre*−*eGFP*∕+^ mouse embryos, which show normal phenotype (Zhao et al., 2007, 2008). Mouse embryos with the *Lhx5*^*fl*∕*fl*^ genotype (i.e., non-Cre-recombined) showed apparent decrease of mRNA expression as compared to *Foxb1*^*Cre*−*eGFP*∕+^ embryos (compare Figure 2D to Figure 2G; Figure 2E to Figure 2H). As negative controls we used mouse embryos with *Foxb1*^*Cre*−*eGFP*∕+^; *Lhx5*^*fl*∕*fl*^ genotypes (i.e., conditional mutants for *Lhx5*); these showed as expected loss of *Lhx5* expression in the mamillary region, where *Foxb1* and *Lhx5* normally coexpress (Figures 2J,K). Quantitation of mRNA by qPCR in *Lhx5*^*fl*∕*fl*^ and *Lhx5*^+∕+^ embryos showed a non-statistically significant tendence to smaller values in the mutant (not shown).

Then we used an antibody specific for both the LHX1 and the LHX5 proteins on parallel sections (Figures 2F,I,L) to those hybridized for mRNA. On the sections from *Lhx5*^*fl*∕*fl*^ embryos we could not detect any LHX1/5; the *Foxb1*^*Cre*−*eGFP*∕+^ embryos, on the contrary, showed strong protein expression in the mamillary body as expected (compare Figure 2F to Figure 2I). Finally, the mamillary region of the *Foxb1*^*Cre*−*eGFP*∕+^; *Lhx5*^*fl*∕*fl*^ embryos did not show LHX1/5 protein either (compare Figure 2I to Figure 2L).

Moreover, phenotypical analysis of *Lhx5*^*fl*∕*fl*^ embryos prior to Cre-recombination revealed a mutant phenotype resembling the published phenotypes of the *Lhx5* full mutant— a defective hippocampus (Figures 3A,B) (Zhao et al., 1999) and ectopic Cajal Retzius cells forming a cluster in the caudal telencephalon (Figures 3C,D) (Miquelajáuregui et al., 2010).

**Figure 3:**
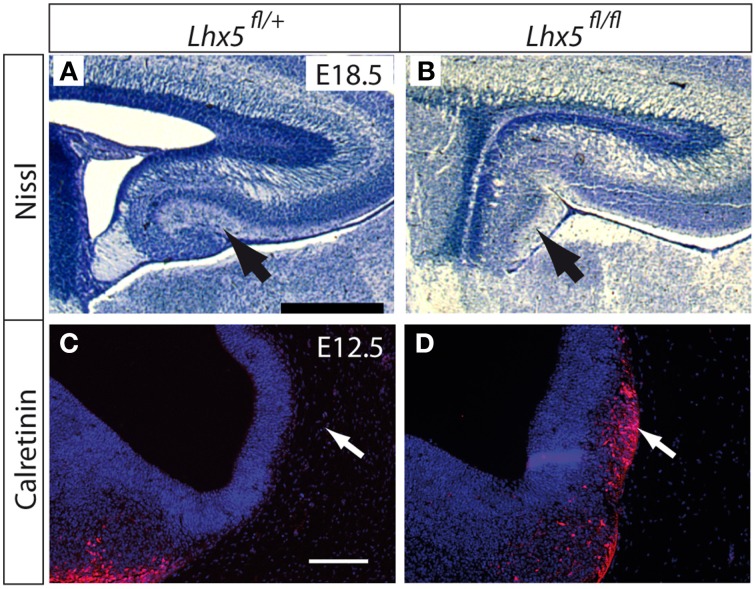
***Lhx5* mRNA and LHX5 protein in *Lhx5*^*fl*∕*fl*^ mutants**. **(A,B)** Nissl staining of the hippocampus of *Lhx5*^*fl*∕+^ **(A)** and *Lhx5*^*fl*∕*fl*^ mutant **(B)** E18.5 embryos. Arrows indicate the dentate gyrus in **(A)** and its absence in **(B)**. **(C,D)** Immunohistochemistry against calretinin (red) on *Lhx5*^*fl*∕+^ and *Lhx5*^*fl*∕*fl*^ mutant E12.5 embryos, counterstaining with DAPI (blue). Arrows in **(C,D)** show the presence of an ectopic Cajal-Retzius cell cluster in the mutant telencephalon. Scale bars: **(A,B)**: 500 μm; **(C,D)**: 100 μm.

We concluded that *Lhx5*^*fl*∕*fl*^ embryos show a hypomorph phenotype probably caused by inefficient protein synthesis after insertion of a loxP site into an intron sequence with regulatory functions.

### *Lhx5* is essential for the development of the mamillary region

To analyze the role of *Lhx5* in the development of the MBO, we crossed the *Lhx5*^*fl*∕*fl*^ conditional line with the *Foxb1*^*Cre*−*eGFP*∕+^ line (Zhao et al., 2007). Since *Foxb1* is a specific marker of the developing MBO (Alvarez-Bolado et al., 2000b), this crossing leads to a conditional inactivation of *Lhx5* in the MBO. In Nissl-stained sagittal sections at E18.5 the MBO of *Foxb1*^*Cre*−*eGFP*∕+^ mice was visible as a compact mass of neurons giving rise to a characteristic axonal bundle (the principal mamillary tract) (Figure 4A). These structures were absent in *Foxb1*^*Cre*−*eGFP*∕+^*;Lhx5*^*fl*∕*fl*^ brains (Figure 4B) as well as in *Lhx5*^*fl*∕*fl*^ brains (Figure 4C). The absence of the MBO was confirmed by loss of GFP antibody detection (enhanced GFP reporter of the iCre-IRES-eGFP-cassette), confirming the histological result (Figures 4D,E; the non-recombined *Lhx5*^*fl*∕*fl*^ brains lack of course the eGFP reporter). Finally, antibody detection of LHX5 protein (Figures 4F–H) showed that they are indeed lost in the non-recombined *Lhx5*^*fl*∕*fl*^ brains as well as in the ones from *Foxb1-Cre-eGFP*^+∕^^−^*;Lhx5*^*fl*∕*fl*^ crosses. The loss of the MBO in the non-recombined *Lhx5*^*fl*∕*fl*^ embryos was indistinguishable from that in the *Foxb1-Cre-eGFP*^+∕^^−^*;Lhx5*^*fl*∕*fl*^ embryos. To quantify the loss of the MBO we labeled sagittal sections of *Foxb1-Cre-eGFP*^+∕^^−^*;Lhx5*^*fl*∕+^and *Foxb1-Cre-eGFP*^+∕^^−^*;Lhx5*^*fl*∕*fl*^ with anti-GFP antibodies and measured the MBO area (using ImageJ software) (Figure 4I), uncovering a failure of the mutant MBO to grow to a normal size from E13.5 on.

**Figure 4:**
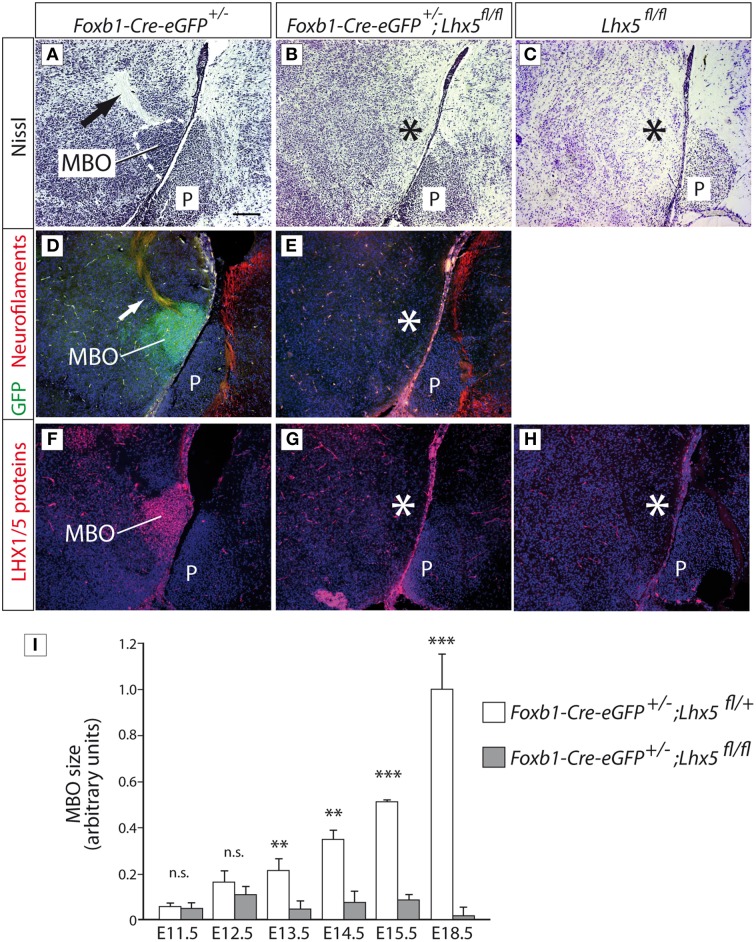
**The MBO in *Lhx5*^*fl*∕*fl*^ mutant embryos fails to increase in size**. **(A–C)** Nissl staining of sagittal sections of E18.5 brains, rostral to the left, genotypes as indicated. **(D,E)** Immunohistochemistry against GFP (green; from the reporter gene included in the *Foxb1*^*Cre*−*eGFP*∕+^ line) and neurofilaments (red), counterstained with DAPI (blue). (The *Lhx5*^*fl*∕*fl*^ mutant is not crossed with *Foxb1*^*Cre*−*eGFP*∕+^ and therefore has no eGFP reporter gene to be detected). **(F–H)** Antibody detection of LHX5 protein (red), counterstained with DAPI (blue). Arrows in **(A,D)** show the principal mamillary tract. The asterisks show the place where the MBO would be expected. Scale bar in **(A)**: 100 μm. MBO, mamillary body; P, Pons. **(I)** MBO size quantitation during development; mean ±SD; *n* = 3 embryos per age and genotype; n.s. not significant; ^*^p < 0.05; ^**^p < 0.01; ^***^p < 0.001.

### Proliferation and apoptosis are not altered in the *Lhx5*^*fl*∕*fl*^ MBO

Next we asked if either a defect in proliferation or increased apoptosis were responsible for the reduction in MBO size in the *Lhx5*-deficient hypothalamus. An initial analysis of mitotic and post-mitotic compartments in the early mamillary region using antibodies against the proliferation marker Ki67 (Starborg et al., 1996) and the neuronal marker beta-III-tubulin revealed no difference between *Lhx5*^*fl*∕+^ and *Lhx5*^*fl*∕*fl*^ (Figures 5A–D). We then applied the IddU/BrdU method (Nowakowski et al., 1989; Martynoga et al., 2005) to analyze cell cycle length in the *Lhx5*^*fl*∕+^ and *Lhx5*^*fl*∕*fl*^ mamillary neuroepithelium of E10.5–E12.5 embryos (Figures 5E,F). This method allows for calculation of the length of the S-phase of the cell cycle. One proliferation marker, IddU, is injected in pregnant mice at one time-point. After a known interval (90 min), a second proliferation marker, BrdU (which can be independently detected with specific antibodies) is injected. Both label the DNA synthesized during the S-phase. After 30 min, the embryonic brains are collected and the cells labeled either only by IddU or by both IddU + BrdU are counted. From the ratio between both numbers of cells, and since we know the interval during which cells can incorporate IddU but not BrdU (90 min.), the length of the S-phase can be easily calculated (see Martynoga et al., 2005 for details).

**Figure 5:**
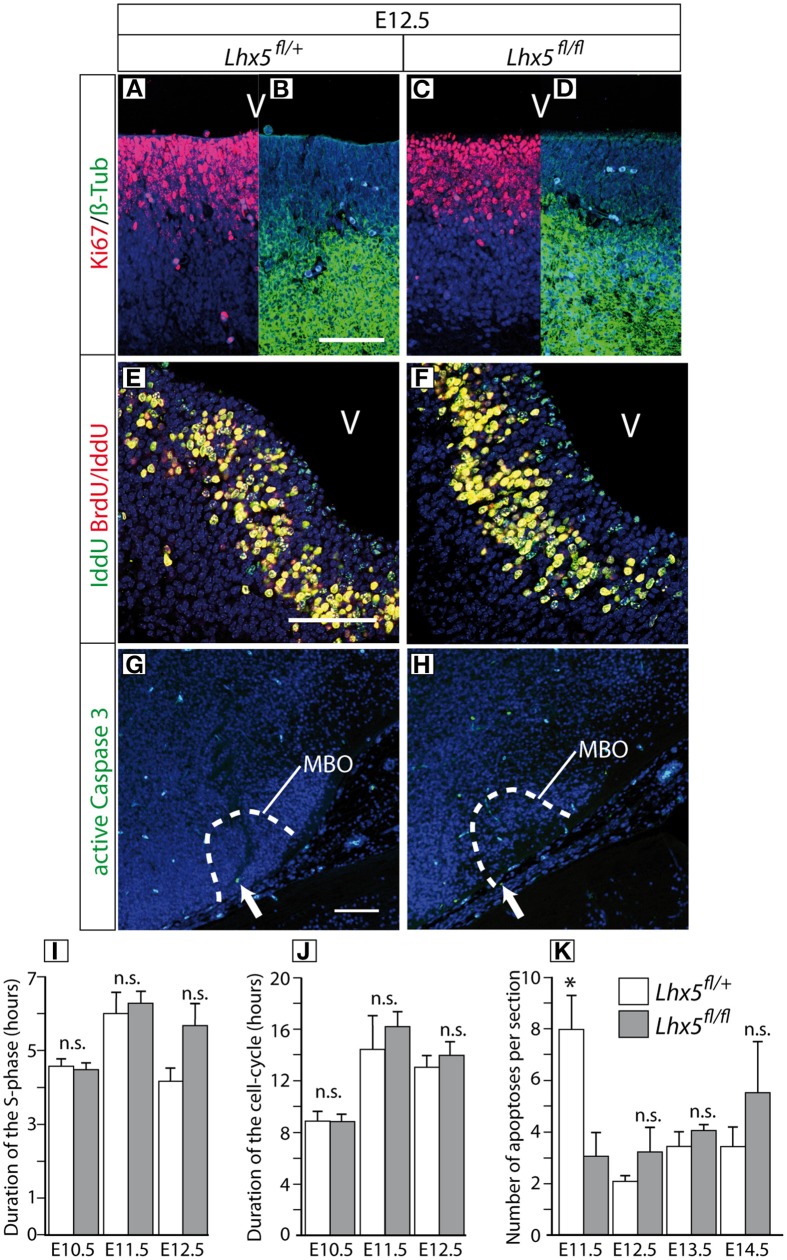
**Normal proliferation and apoptosis in the *Lhx5*^*fl*∕*fl*^ mutant**. **(A–D)** Immunohistochemistry against Ki67 (red) and ßIII-Tubulin (green) in sections through the ventricular zone of the mamillary region of E12.5 *Lhx5*^*fl*∕+^ and *Lhx5*^*fl*∕*fl*^ mutant embryos, DAPI (blue) as counterstaining. As expected, in the *Lhx5*^*fl*∕+^ **(A,B)** cells in the ventricular zone were Ki67-positive **(A)** and mantle cells (young post-mitotic neurons) were ß-III-Tubulin positive **(B)**. Similar results were found in *Lhx5*^*fl*∕*fl*^ mutant embryos **(C,D)**. **(E,F)** Immunohistochemistry to detect IddU (green) and BrdU/IddU (red) in sections of E12.5 *Lhx5*^*fl*∕+^ and mutant embryos, TO-PRO-III (blue) as counterstaining. IddU and BrdU/IddU could be detected in cells of the *Lhx5*^*fl*∕+^ as well as in cells of the mutant neuroepithelium. The signal could be clearly differentiated between Iddu positive (green) and IddU/BrdU double positive (yellow) cells **(E,F)**. **(G, H)** Immunohistochemistry for the detection of active Caspase 3 (green) in section of E12.5 *Lhx5*^*fl*∕+^ and mutant embryos, DAPI (blue) as counterstaining. **(I,J)** Neither the duration of the S-phase **(I)** nor that of the whole cell cycle **(J)** in the mamillary ventricular zone showed differences between *Lhx5*^*fl*∕+^ and *Lhx5*^*fl*∕*fl*^ mutant E10.5 through E12.5 embryos. **(K)** The number of apoptotic cells in the caudal hypothalamus was not increased in *Lhx5*^*fl*∕*fl*^ mutant E11.5 through E14.5 embryos. Abbreviations: V: ventricle, MBO: mamillary body; Arrows in **(G,H)** indicate active Caspase 3 positive cells; Scale bars: 100 μm; n.s. not significant, ^*^p < 0.05; mean ± SEM, *n* = 3 embryos.

The *Lhx5*^*fl*∕*fl*^ showed no change in S-phase duration (Figure 5I) or in the duration of the cell cycle (Figure 5J), indicating that *Lhx5* is not essential for MBO proliferation. To investigate a possible increase in apoptosis in the *Lhx5*-deficient MBO, we labeled sections of *Lhx5*^*fl*∕*fl*^ and *Lhx5*^*fl*∕+^ caudal hypothalamus with an antibody against active Caspase3 (Figures 5G,H) and quantified the number of apoptotic cells at different developmental stages. Our results showed that the number of apoptotic cells was not increased in the *Lhx5*-deficient hypothalamus between E11.5 and E14.5 (Figure 5K). Actually, the number of apoptotic cells per section detected at E11.5 was, although small in any case, higher in control animals than in mutants (Figure 5K). Although it could be speculated about the biological significance or lack thereof of this finding, it could perhaps be a reflection of the altered properties of the mutant MBO cells already at this age.

In any case, a decrease in proliferation or an increase in cell death is unlikely causes for the reduction of the MBO in the absence of *Lhx5*.

### *Lhx5* controls MBO expression of *Lmo1* and of the cell fate determinants *Tbx3, Olig2*, and *Otp*

To understand the molecular basis of the MBO hypoplasia observed in *Lhx5*^*fl*∕*fl*^ embryos we performed comparative expression profiling using microarrays. We extracted total RNA from the caudal hypothalamus of wild type and *Lhx5*^*fl*∕*fl*^ mouse brains. Since tissue loss in the mutant could bias the results, we collected the tissue at E10.5, before any reduction in MBO size is apparent in the mutant (Figure 4I). Unsupervised hierarchical clustering of genes that were at least 1.5-fold up- or downregulated with *P* < 0.05 yielded a heat map (Figure 6A) indicating that the global gene expression patterns in embryos of the same genotype clustered together and that wild type and mutant samples were clearly distinct. Likewise, principal component analysis showed that mutant and wild type samples separate well from each other (Figure 6B). In this way we detected 56 downregulated and 41 upregulated named genes (as opposed to not yet identified transcripts like RIKEN clones, etc.) (Supplementary Table 1). After qRT-PCR validation we selected 15 candidates for further analysis (Figures 6C–E) including the cell fate determinants *Tbx3, Olig2*, and *Otp* as well as *Lmo1*, an interaction partner of LDB, the obligate cofactor of LHX proteins (Bach, 2000). In order to visualize the changes in spatial expression patterns, *in situ* hybridization analysis on tissue sections of E12.5 *Lhx5*^*fl*∕+^ and *Lhx5*^*fl*∕*fl*^ embryos was performed (Supplementary Figure 3). All candidate genes downregulated in the *Lhx5*^*fl*∕*fl*^ mutant (Figures 6C–E) were expressed in the *Lhx5*^*fl*∕+^ mamillary region (either in the neuroepithelium or in the mantle layer) and appeared reduced or absent in the mutant (Supplementary Figure 3). Some downregulated candidates showed complete loss of expression: *Foxb2* (Supplementary Figures 3E,F), *Ntm* (Supplementary Figures 3Q,R), *Lypd1* (Supplementary Figures 3S,T) and *Cx36* (Supplementary Figures 3U,V). Others showed a strong reduction in labeling: *Otp* (Supplementary Figures 3G,H), *Barhl1* (Supplementary Figures 3K,L), *Nkx2.4* (Supplementary Figures 3C,D), *Olig2* (Supplementary Figures 3I,J). Finally, other downregulated candidates showed pattern changes, like *Tbx3* (Supplementary Figures 3A,B). As for the upregulated, *Wnt5a* (Supplementary Figures 3C′,D′) and *Lrtm1* (Supplementary Figures 3W,X) showed clear ectopic expression in the mutant MBO, while *Gal* (Supplementary Figures 3A′,B′) showed increase in intensity.

**Figure 6:**
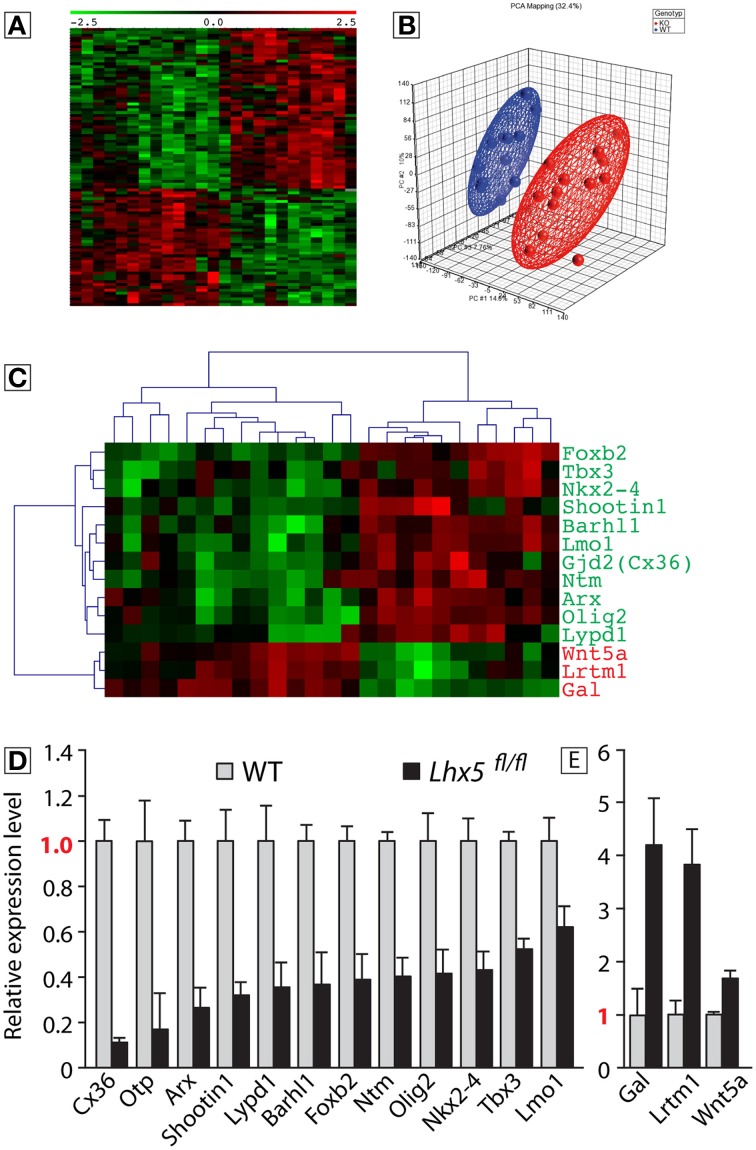
**Identification of genes that are downstream *Lhx5***. Microarray analysis of wild type and *Lhx5*^*fl*∕*fl*^ mutant E10.5 mamillary neuroepithelium and qRT-PCR validation of the identified candidates; **(A)** “Heat map” showing the expression of the identified candidates in all samples. **(B)** Principal component analysis of the microarray samples. **(C)** “Heat map” showing the expression of the candidates for qPCR analysis in all samples. **(D,E)** The qPCR validation identified 12 candidates downregulated (*p* < 0.05) **(D)** and 3 candidates upregulated in the *Lhx5*^*fl*∕*fl*^ mutant (*p* < 0.05) **(E)**. Mean ± SD; *n* = 3 biological replicates.

The microarray data have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through the GEO Series accession number GSE61614 and the link http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=yxgbokgqrvkdjif&acc=GSE61614.

### LMO1 is a possible functional antagonist of LHX5

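In ChIP-Seq, proteins are fixed to the DNA, the chromatin is sheared, fragments bound to a chosen protein are pulled down with an antibody and the recovered DNA is sequenced, so that bound regions appear as peaks of mapped reads. The experiment was made in Neuro2a, a mouse neuroblastoma cell line, with an inducible construct for LHX5 fused to the FLAG tag at its C-terminus. In the Tet-On system doxycycline switches the construct on, and the LHX5-FLAG cells were treated with it for 24 h. The paper's text does not state whether the control cells were treated. There were 4 libraries, an anti-FLAG library and an input library (sheared DNA without immunoprecipitation) from the LHX5-FLAG cells and the same pair from cells with the FLAG tag alone. Each condition had 1 library, so no value has a replicate error and the intervals given with the values cover counting error only. The authors mapped the reads to the mm9 mouse genome with Bowtie, called peaks with MACS at an M-FOLD of 10 and a *p*-value cutoff of 1e-05 with the input as control, and assigned each peak to a gene with PeakAnalyzer 1.4. They deposited 1 peak list for each of the 2 anti-FLAG libraries. A list gives for every peak the chromosome, start and end, the genes it overlaps, the nearest downstream gene and the distance to it. The lists hold no read counts, peak heights or significance values, so the depth of the libraries is unknown and peaks could not be ranked or filtered by strength. In the LHX5-FLAG list the deposited distance equalled the distance from the midpoint of the peak to a transcript start of the named gene in the GENCODE annotation of the mm9 assembly (NCBIM37) for 545 of 545 peaks, to within 1 bp. When the nearest downstream start of a protein-coding transcript was looked up anew, the deposited gene was found again for 542 of these peaks. The sequences under the peaks were read from NCBIM37. Peak length was counted with both end positions included. The lists do not state whether starts are counted from 0 or from 1, and the number of peaks with the motif of Figure 7A was 198 in either case. The number of peaks that MACS reports depends on the depth of both libraries and on the cutoff, neither of which could be varied from the lists, and the assignment to the nearest downstream gene sets no limit on the distance.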

In order to elucidate whether the regulatory interactions observed above are direct we used chromatin immunoprecipitation followed by massively parallel sequencing (ChIP-Seq) (Robertson et al., 2007). Performing this analysis on primary tissue would have been the best choice. This was however not possible since there is no ChIP-grade available antibody against LHX5 (and the only antibody against LHX5 known to us identifies also LHX1). For this reason we chose to transfect a construct expressing a fusion protein of Lhx5 plus FLAG tag (which can be reliably identified with antibodies) into a stable cell line known to express *Lhx5*. Then we used the Tet-On Advanced Inducible Gene Expression System to regulate the *Lhx5* expression level so that it mimics the natural expression level (see Materials and Methods for details). We identified 546 possible LHX5 binding sites, which we assigned to corresponding genes using the nearest downstream method (Peak Annotation with Peak Analyzer). 

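The deposited LHX5-FLAG list held 545 peaks (95% exact Poisson interval 500.2 to 592.7). With peaks within 1 kb of each other merged there were 540, and without chromosomes X and Y there were 526. The peaks had a median length of 173 bp and ranged from 73 to 38500 bp. Of the 545 peaks, 6 were longer than 1000 bp. The longest lay at the start of chromosome 9 (mm9, 2999997 to 3038496), in sequence that matched itself at 71.3% of positions when shifted by 234 bp, and a peak of 38516 bp in the FLAG-only list covered almost the same interval. The peaks were assigned to 511 distinct genes. *Cdh20* had 4 peaks and *Gm10479* had 3, and 31 genes had 2 or more.
The median distance from the peak to the start of the assigned gene was 95424 bp (95% interval from the order of the values, 79084 to 116931 bp). For 1000000 random positions in the genome, assigned in the same way, the median was 112657 bp, within that interval. Of the LHX5-FLAG peaks, 71 lay within 10 kb of the assigned gene, which is 13.0% (95% exact binomial interval 10.3% to 16.1%), against 10.1% of the random positions. The share was 26.8% in the FLAG-only list (two-sided Fisher's exact test between the lists, p = 0.00865). Distances over 100 kb were found for 266 LHX5-FLAG peaks, or 48.8%, and for 9 FLAG-only peaks, or 16.1% (two-sided Fisher's exact test, p = 1.75e-06). In the annotation, 47 LHX5-FLAG peaks overlapped an exon, 192 lay in introns and 306 lay outside genes. Exons were overlapped by 8.62% of the LHX5-FLAG peaks (95% exact binomial interval 6.41% to 11.3%) and by 55.4% of the FLAG-only peaks (41.5% to 68.7%) (two-sided Fisher's exact test, p = 4.59e-16). These are 3 of 5 such comparisons of the lists, which were chosen after seeing the data, and after Benjamini-Hochberg adjustment the exact tests gave p = 0.00865, 4.37e-06 and 2.29e-15. The tests treat peaks as independent, although FLAG-only peaks lie in clusters, and 24 of the 31 exonic FLAG-only peaks overlapped a small nuclear or nucleolar RNA gene. Both points, and the 2 together, were also examined after seeing the data. With only the first peak kept of each cluster of peaks within 100 kb of each other (519 LHX5-FLAG and 40 FLAG-only peaks), the adjusted exact tests gave p = 0.0115, 0.00227 and 8.20e-06. Without the peaks on small RNA genes, 539 LHX5-FLAG and 32 FLAG-only peaks were left. Of these, 12.6% and 21.9% lay within 10 kb of the assigned gene, 49.4% and 28.1% lay over 100 kb away, and 7.61% and 21.9% overlapped an exon. None of these 3 differences was then past the 0.05 threshold (Fisher's exact tests, adjusted p = 0.285, 0.0688 and 0.0629). With both changes together (516 LHX5-FLAG and 32 FLAG-only peaks), the adjusted exact tests gave p = 0.279, 0.0454 and 0.0454, so the differences in distances over 100 kb and in exons lay close to the threshold on either side of it.
Of the LHX5-FLAG peaks, 5 overlapped a FLAG-only peak by at least 1 bp, and 7 lay within 10 kb of one. Besides the repeat on chromosome 9, the shared peaks lay on chromosome 11 at a U2 gene near *Ap2b1*, at 2 U1 genes near *Tex14* and at a U3 gene near *Rad51c*. The lists had 8 assigned genes in common, *Alkbh8*, *Ap2b1*, *BB014433*, *Gm16382*, *Pde3a*, *Rad51c*, *Slc9a4* and *Tex14*. In 10000 draws of 545 random positions the mean number of genes shared with the FLAG-only list was 1.46 and the highest was 7 (permutation test, one-sided p = 0.0001, the smallest these draws can give). With assignments within 100 kb only, *Alkbh8*, *BB014433* and *Pde3a* dropped out and the lists shared 5 genes.

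**Figure D1:**
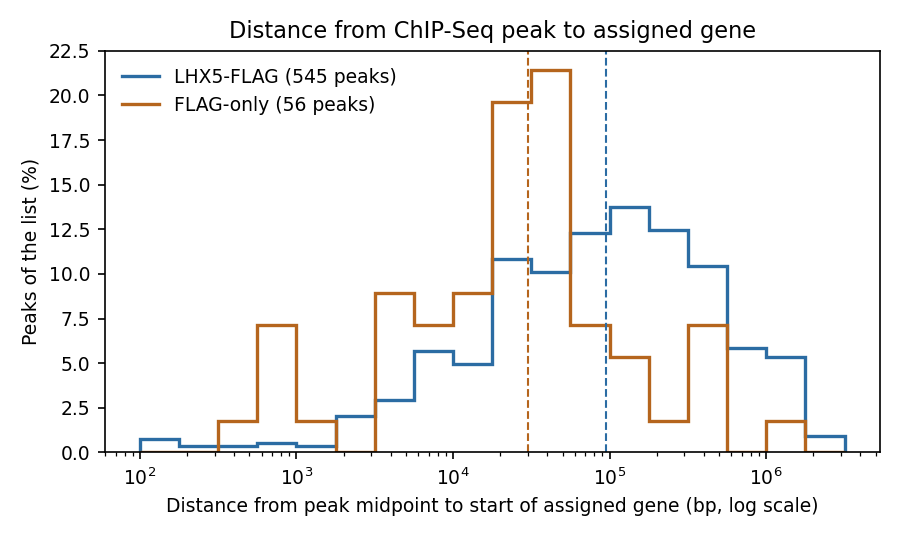
Distance in bp, on a log scale, from the midpoint of each peak to the start of its assigned gene, as the percentage of peaks of each list. Solid lines show the 545 LHX5-FLAG peaks and the 56 FLAG-only peaks, and dashed lines mark the medians of 95424 bp and 30260 bp.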

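The sequence of each LHX5-FLAG peak was searched on both strands for YTAATTAA. The motif was found in 198 of the 545 peaks, a share of 36.3% (95% exact binomial interval 32.3% to 40.5%). In the windows of the same lengths that start 10 kb beyond the peak edges it was found in 11 of 1086, or 1.01% (95% exact binomial interval 0.507% to 1.81%), so the peaks were above the windows by far more than counting error (one-sided Fisher's exact test, p = 6.05e-91). The difference from the FLAG-only peaks was also larger than counting error (two-sided Fisher's exact test, p = 2.16e-09, and p = 9.99e-07 with only the first peak kept of each cluster within 100 kb, chosen after seeing the data). The motif comes from the paper's motif search in these same LHX5-FLAG peaks. These p-values take no account of that choice, so they do not test the motif on other data. Counting the shorter sequence TAATTA moved the share most, to 42.4%, and within the central 200 bp of the peaks the share was 35.8%. When the sequence of every peak was shuffled with its dinucleotide counts kept, the share with the motif was 3.46% on average over 100 shuffles and at most 5.50%.
The peaks held 609 sites in all, counted at every position. Sites may thus overlap, and a long tandem run of TTAA counts as several. Among the peaks with the motif, 53.5% had such a run of at least 12 bp. Of the 198 peaks with the motif, 45 had 1 site and 153 had 2 or more, with up to 9 in a peak. The first base of the motif was T at 450 sites, or 73.9%, and C at 159. The site nearest to the midpoint of the peak lay at a median of 16.5 bp from it, against 22.5 bp on average when the same number of sites was placed at random in each peak (permutation test with 1000 placements, one-sided p = 0.002). Peaks with the motif had a median length of 206.5 bp and a median GC content of 32.5%, and the 347 peaks without it had medians of 165 bp and 46.9%. Exons were overlapped by 6 of the peaks with the motif and by 41 of the peaks without it.

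**Figure D2:**
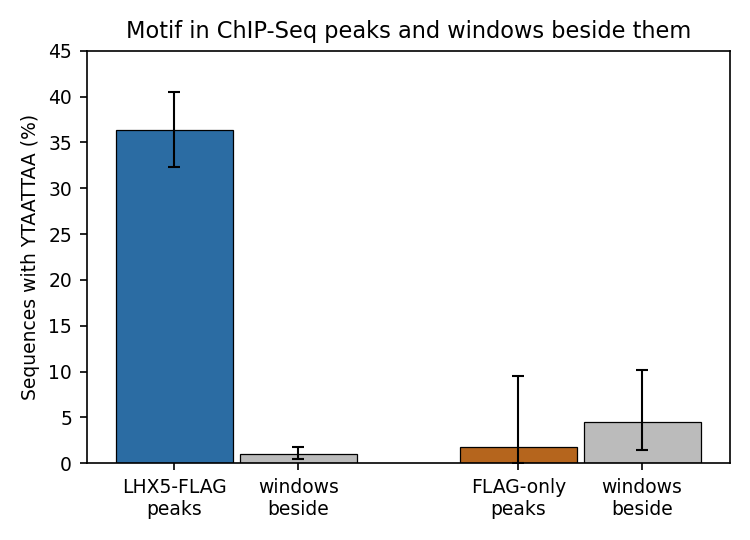
Percentage of sequences with YTAATTAA on either strand, in the peaks of each list (coloured bars) and in windows of the same lengths that start 10 kb beyond the peak edges (grey bars). Error bars are 95% exact binomial intervals, and each list comes from 1 library. The share is 36.3% in the LHX5-FLAG peaks and at most 4.50% in the other groups.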

We then analyzed these binding sites for enriched motifs using the DREME software (Bailey, 2011) and found a motif (Figure 7A) that is enriched in 32.18% of the binding sites and corresponds to a predicted LHX5 binding motif (Berger et al., 2008). Of the loci corresponding to qPCR-validated microarray candidates, three showed this motif— *Lmo1, Tbx3*, and *Foxb2*. 

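Of the genes measured by qPCR, 3 were found to be the assigned gene of a LHX5-FLAG peak, and in each of them the peak held the motif. Each had 1 peak, none had a peak in the FLAG-only list, and none of the 3 peaks overlapped an annotated gene of any type. The *Lmo1* peak lay on chromosome 7 of mm9 from 116334824 to 116335307 (484 bp), 21243 bp upstream of the start of *Lmo1*, which is annotated on the minus strand from 116282086 to 116313822. The next protein-coding gene on the other side, *Stk33*, had its nearer edge, not necessarily its start, 87429 bp away. This peak held 2 motif sites, at 116334999 to 116335006 and at 116335103 to 116335110, both CTAATTAA on the plus strand. The first lay within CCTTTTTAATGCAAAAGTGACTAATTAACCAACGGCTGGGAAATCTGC (116334979 to 116335026) and the other within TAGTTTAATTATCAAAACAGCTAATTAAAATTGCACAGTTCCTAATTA (116335083 to 116335130).
The *Tbx3* peak lay on chromosome 5 from 119944513 to 119945143 (631 bp), 175850 bp upstream of *Tbx3*, which is annotated on the plus strand from 120120678 to 120134733. It lay between *Med13l*, 729068 bp away, and *Tbx3*. It held 1 site, TTAATTAA at 119944797 to 119944804, within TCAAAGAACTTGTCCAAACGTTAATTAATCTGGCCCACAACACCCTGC (119944777 to 119944824). It was also the LHX5-FLAG peak nearest to *Lhx5* itself, 937067 bp from its start.
The *Foxb2* peak lay on chromosome 19 from 16958472 to 16958621 (150 bp), 10416 bp upstream of *Foxb2*, which is annotated on the minus strand from 16946844 to 16948130, and 71986 bp from *Prune2* on the other side. Its GC content was 28.0%, against 41.3% for the *Lmo1* peak and 49.1% for the *Tbx3* peak. It held 2 sites, TTAATTAA at 16958581 to 16958588 and at 16958601 to 16958608. The sequence of the whole peak was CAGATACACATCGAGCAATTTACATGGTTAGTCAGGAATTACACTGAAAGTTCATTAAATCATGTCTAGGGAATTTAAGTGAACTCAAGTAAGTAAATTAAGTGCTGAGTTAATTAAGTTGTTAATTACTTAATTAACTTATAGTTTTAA. By length, the *Tbx3* peak ranked 10th, the *Lmo1* peak 16th and the *Foxb2* peak 418th among the 545 peaks, longest first.
With assignments within 100 kb only, *Tbx3* dropped out and 2 of the genes remained. The genes *Olig2*, *Otp*, *Ntm*, *Lypd1*, *Cx36* (*Gjd2* in the annotation), *Barhl1*, *Nkx2-4*, *Shootin1* (*4930506M07Rik* in the annotation), *Wnt5a*, *Lrtm1* and *Gal* were not assigned a peak. The peak nearest to their starts lay between 229269 bp (*Olig2*) and 8633926 bp (*Gal*) away. From the assigned peak and the motif in it, taken with the change of *Lmo1*, *Tbx3* and *Foxb2* in the mutant, the paper singled out these 3 loci.

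**Figure D3:**
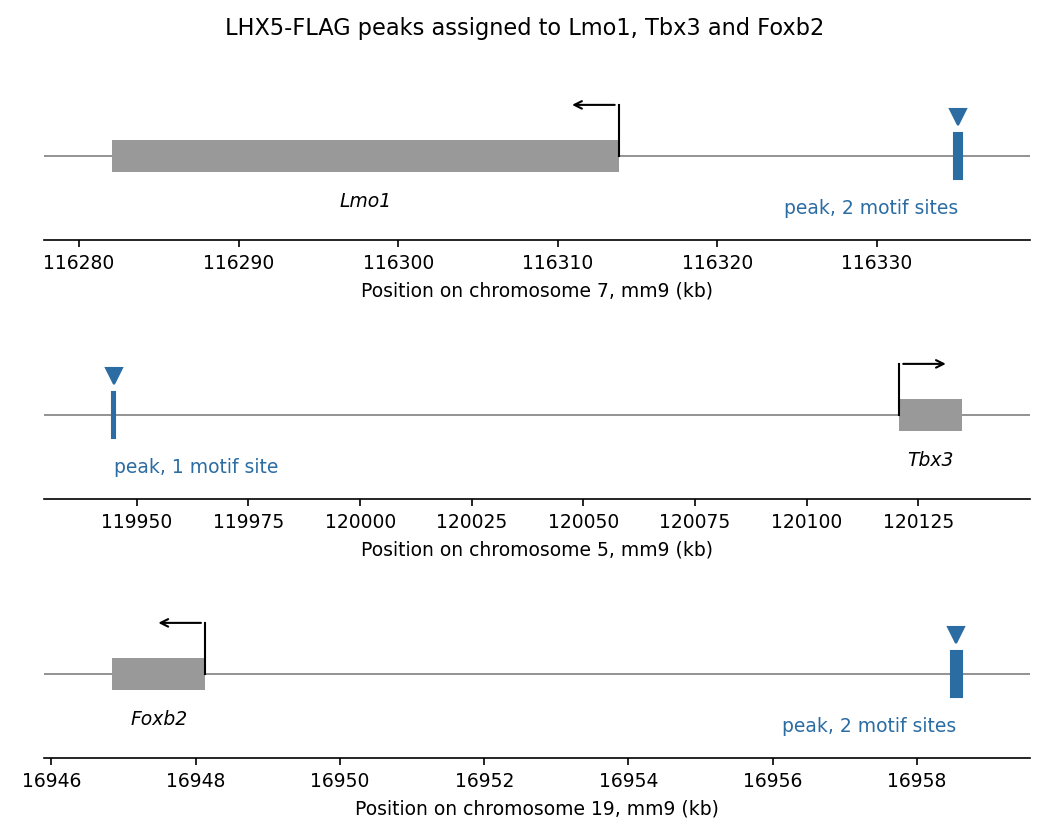
Maps of the *Lmo1*, *Tbx3* and *Foxb2* loci, drawn to scale within each panel, with the position on the mm9 chromosome in kb. Grey boxes are the annotated genes with an arrow at their start, and blue bars under a triangle are the LHX5-FLAG peaks, with 2, 1 and 2 motif sites. Each peak lies outside the gene, upstream of its start.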

We then performed luciferase assays to test whether these binding sites can regulate expression of their downstream genes; the results indicated (Figure 7B) that *Lmo1, Foxb2*, and *Tbx3* are possible direct targets of LHX5 (Figure 7B). LIM-domain-only (LMO) proteins (like LMO1) can negatively regulate the function of LIM-HD transcription factors by competing with them for binding to the dimer of their obligate co-factor LIM domain-binding protein (LDB) (Bach, 2000; Chen et al., 2010). When the two binding domains of the LDB dimer are occupied by two copies of a LIM-homeodomain protein (like LHX5), this protein is active as a transcriptional regulator. On the contrary, if one of the LIM copies is substituted by an LMO protein, the LIM-homeodomain transcription factor is not active anymore. The downregulation of *Lmo1* that we observed in the *Lhx5* mutant suggests that transcription of this negative LHX regulator, in turn, is activated by LHX5, thereby providing a negative feedback loop for *Lhx5* (Figure 7C). We used luciferase assays to test this hypothesis and found that LMO1 exerts dose-dependent inhibition of transcriptional activation from the LHX5 binding site (Figure 7D). In summary, we showed that *Tbx3, Foxb2*, and *Lmo1* are possible direct targets of LHX5 and, additionally, that LMO1 negatively regulates LHX5 via a negative feedback loop.

**Figure 7:**
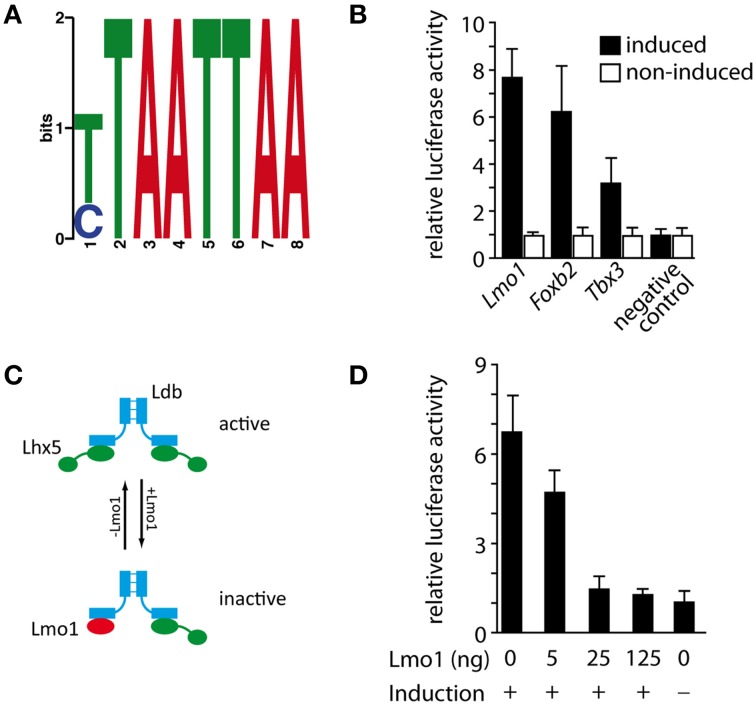
**Identification of direct LHX5 targets and negative regulation of the LHX5 function by LMO1**. **(A)** Position weight matrix of the binding motif enriched in the identified LHX5 binding sequences. **(B)** Luciferase assay validation of the identified LHX5 binding sites for *Lmo1, Foxb2*, and *Tbx3* in the doxycyclin-dependent *Lhx5*-expressing Neuro2a cell line. Mean ± SD, *p* < 0.001. **(C)** Model of the regulatory function of LMO1 on LHX5 that we propose (see the Results Section for details). **(D)** Luciferase assay in the doxycyclin-dependent *Lhx5*-expressing Neuro2a cell line stably transfected with a vector expressing luciferase under the control of the LHX5 binding site found in *Lmo1*. Increasing amounts of an *Lmo1* expression vector were cotransfected. Mean ± SD.

### Tbx3 has a role in MBO development

One of these genes, *Tbx3*, has an important role in the development of the hypothalamus (Manning et al., 2006; Trowe et al., 2013). We examined the expression of *Tbx3* at three different medio-lateral levels in our mutants at E12.5 (Figures 8A–F) and found a strong reduction in the expression domain in the mutant. This reduction affected not only the rostro-caudal extension of the midline (Figures 8A,C vs. Figures 8B,D) but was also evident at more lateral levels (Figures 8E,F). We then hypothesized that *Tbx3* is involved in MBO development, and on this basis predicted MBO defects in *Tbx3*-deficient brains. Examination of the hypothalamus of *Tbx3* mutant mice (Hoogaars et al., 2007) at E14.5 showed a reduced MBO with abnormal morphology (Figures 8G–L) as well as a strong reduction in axonal projections (Figures 8M,N). Since the *Tbx3* mutant embryos die before birth, usually around E14.5, we could not ascertain the possible total loss of the MBO at later stages.

**Figure 8:**
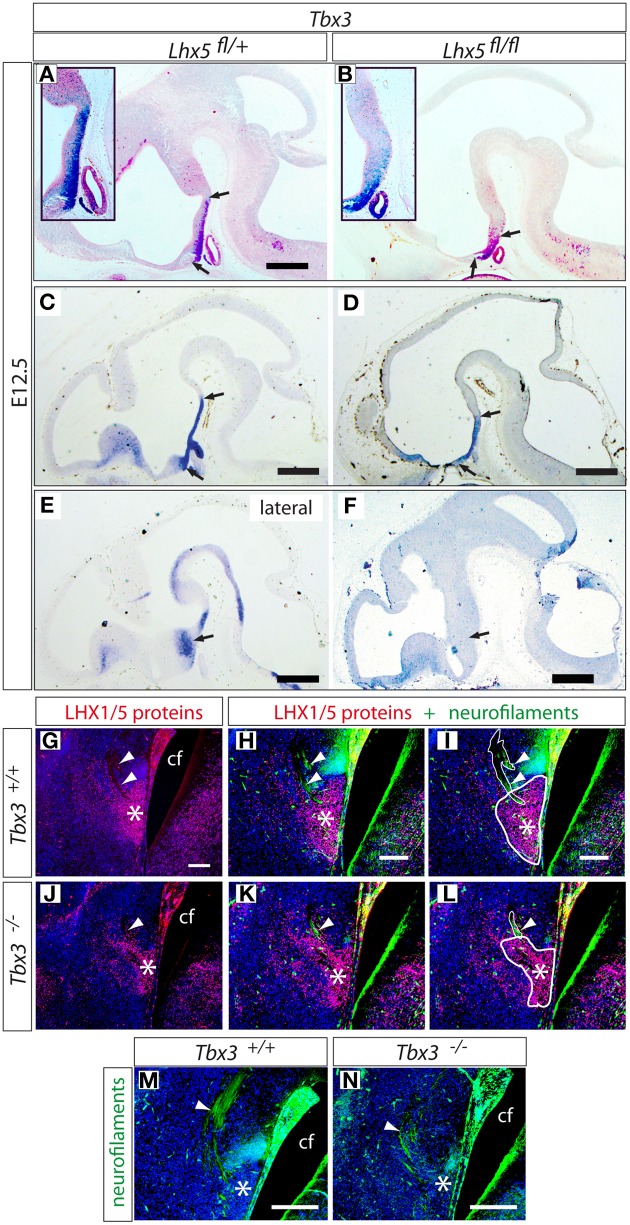
***Tbx3* expression is reduced in the *Lhx5*^*fl*∕*fl*^ mutant**. **(A–F)** *in situ* detection of *Tbx3* expression in *Lhx5*^*fl*∕+^ and *Lhx5*^*fl*∕*fl*^ mutant E12.5 embryos. Three different medio-lateral levels are shown (from top to bottom). Arrows indicate the boundaries of *Tbx3* expression in **(A–D)** and the lateral extension of the *Tbx3* expression domain in **(E,F)**. **(G–N)** Immunohistochemistry against LHX1/5 (red) and neurofilaments (green) in *Tbx3* −∕− and control E14.5 embryos, counterstaining with DAPI. **(G,J)** show detection of LHX1/5 in the MBO of control **(G)** and *Tbx3*−∕− mutant **(J)**. **(H,K)** show LHX1/5 plus neurofilaments in the MBO of control **(H)** and *Tbx3*−∕− mutant **(K)**. **(I,L)** show the same panels as in **(H,K)** with thick lines indicating the MBO profile and thin lines indicating the principal mamillary tract axons. **(M,N)** show a higher magnification view of the axons of the principal mamillary tract in controls and mutants. Arrowheads indicate the axons of the principal mamillary tract. Asterisks indicate the position of the MBO. Scale bars: **(A–F)**, 500 μm; **(E–N)**, 100 μm.

### The *Shh* domain is enlarged in *Lhx5* mutant hypothalamic midline

The reduction in *Tbx3* is very intriguing, since this gene (*Tbx2* in chicken) is needed to inhibit *Shh* expression in the tubero-mamillary region (Manning et al., 2006; Trowe et al., 2013), an event indispensable for this region to differentiate (Manning et al., 2006). We hypothesized that the downregulation of *Tbx3* in *Lhx5* mutants would result in an abnormal expansion of the territory of *Shh* in the caudal hypothalamus. *In situ* detection of *Shh* expression confirmed that, in the *Lhx5* mutants, the domain where *Shh* is normally downregulated becomes very small (Figures 9A,B). We obtained similar results at E12.5, when *Shh* expression is at its peak in this region, after which it starts to disappear (Figures 9C,D). We concluded that failure to completely inhibit Shh expression in the tubero-mamillary region is a possible mechanism explaining the MBO phenotype that we observe in the *Lhx5* mutants.

**Figure 9:**
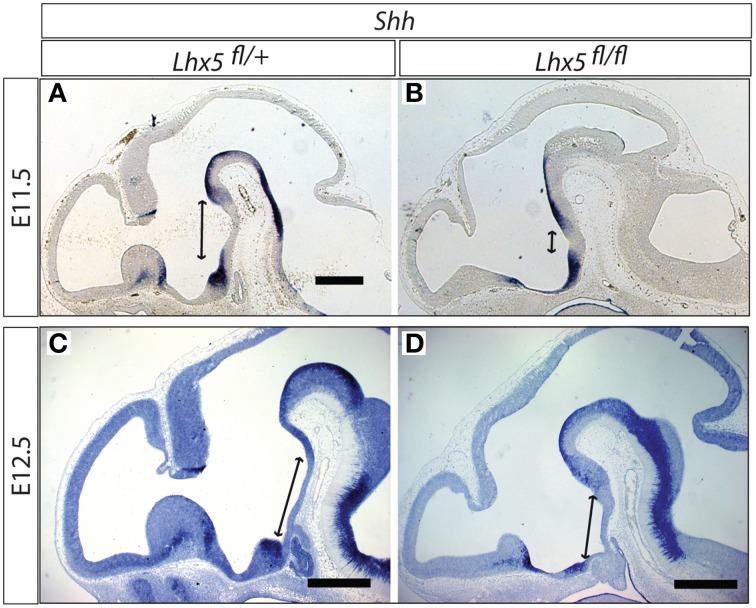
***Shh* domain expanded in the *Lhx5*^*fl*∕*fl*^ mutant**. *In situ* detection of *Shh* expression in *Lhx5*^*fl*∕+^ and *Lhx5*^*fl*∕*fl*^ mutant E11.5 **(A,B)** and E12.5 **(C,D)** embryos. Lines with arrowed ends indicate the size of the *Shh*-free region in the midline. Scale bars: 500 μm.

### The *Foxb1* lineage is deficiently specified in the Lhx5-Deficient caudal hypothalamus

Other transcription factor genes downregulated in our *Lhx5* mutant are *Olig2* and *Otp*, known to be involved in MBO development (see Discussion), as well as *Foxb2, Barhl1, Nkx2-4*, and *Arx*. Since we did not detect changes in apoptosis or proliferation defects, it seems likely that the cells constituting the MBO primordium are present in the mutants but that they have lost their specific MBO identity. The subsequent loss of cell adhesion protein expression (*Cx36-Gdj* and *Ntm*) could underlie the loss of morphological appearance of the MBO and make it undetectable. Since *Foxb1* is an early marker of the mamillary neuroepithelium and the developing MBO (Kaestner et al., 1996; Alvarez-Bolado et al., 2000b), we used β-galactosidase detection in *Foxb1-Cre;ROSA26R* mice to reveal the MBO lineage. In *Foxb1-Cre*^+∕^^−^*;Lhx5*^*fl*∕+^*;Rosa26R*^+^ a large caudal hypothalamic domain including the mamillary area was labeled in E13.5 embryos (Figure 10A). In *Foxb1-Cre*^+∕^^−^*;Lhx5*^*fl*∕*fl*^*;Rosa26R*^+^, however, there is only a restricted, round domain formed by cells of the *Foxb1* lineage at E13.5 (Figure 10B), corresponding in appearance and position to the MBO. We assume that these are abnormally undifferentiated cells originally fated for the MBO. Expression analysis of specific MBO markers *Foxb1, Lhx1, Sim1* and *Sim2* (Figures 10C,E,G,I) showed strong downregulation in the mutant (Figures 10D,F,H,J). Additionally, the preserved expression of *Lhx1* in regions other than the mamillary (Figures 10I,J) indicates that the result is specific. This result confirmed the presence of MBO cells with abnormal loss of identity in our mutant.

**Figure 10:**
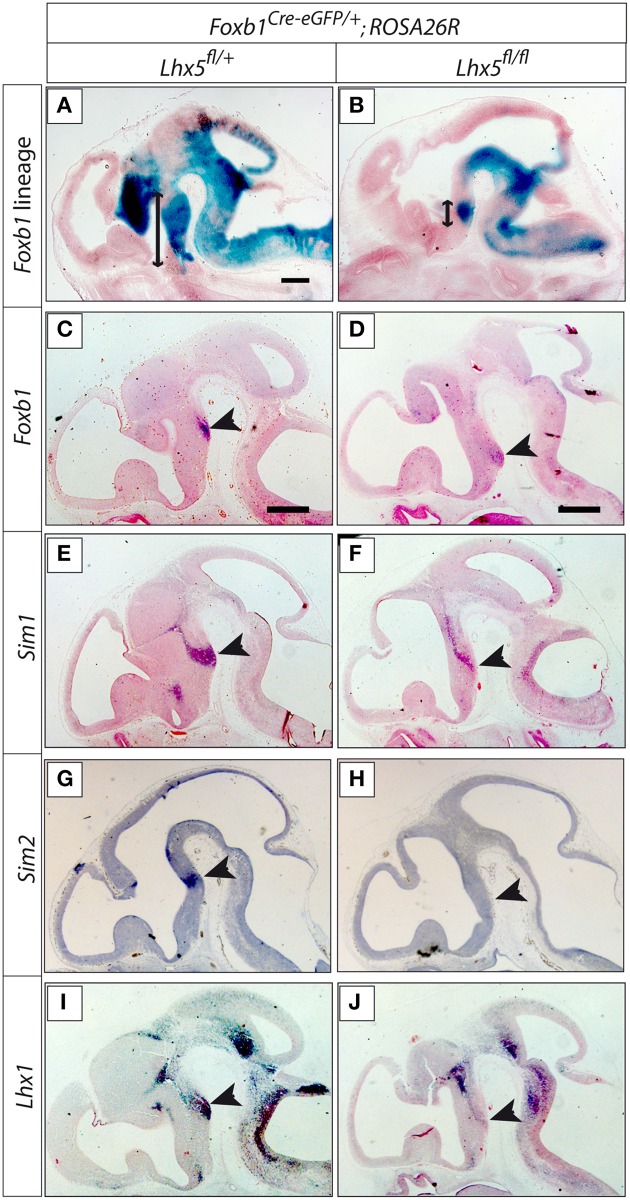
**The *Foxb1* lineage of the MBO is present in the *Lhx5*^*fl*∕*fl*^*mutant***. **(A,B)** ß-galactosidase activity (blue) reveals the *Foxb1* lineage in sagittal sections of E13.5 embryos of *Foxb1*^*Cre*−*eGFP*∕+^*;ROSA26R;Lhx5*^*fl*∕+^ **(A)** and *Foxb1*^*Cre*−*eGFP*∕+^*;ROSA26R;Lhx5*^*fl*∕*fl*^ **(B)**. Arrows show the extension of the *Foxb1* lineage in the caudal hypothalamus. **(C–J)** *In situ* hybridization detection of marker gene expression (as indicated) on sagittal sections of E12.5 *Lhx5*^*fl*∕+^ and *Lhx5*^*fl*∕*fl*^ mutant embryos. Arrowheads mark the position of the MBO. Scale bars: 500 μm.

### Overall hypothalamic regional specification appears correct in the Lhx5 mutant

To learn more about the extension of the changes observed in the *Lhx5* mutant, we performed a general analysis with markers for adjacent regions as well as markers of the tuberal region. Hypothetically, *Lhx5* might act in posterior hypothalamic progenitors to repress midbrain identity and at the same time promoting expression of MBO markers. Therefore, in the mutants, the rostral end of the ventral midbrain would abnormally extend into the mamillary region of the hypothalamus. We tested this hypothesis by detecting three genetic markers of the ventral midbrain whose expression patterns inform about the rostral extension of the ventral midbrain: *Pitx2, tyrosine hydroxylase* (*Th*), and *Pitx3* (Figures 11A–F). The domains of these three markers were essentially unaltered in the mutants (see arrows in Figures 11A–F), which belied any expansion of the midbrain domain into the *Lhx5*-deficient hypothalamus. *Arx* and *Olig2* are markers of the prethalamus, an *Lhx5*-expressing region adjacent to the hypothalamus. Expression of both genes was maintained in the mutants (Figures 11G–J). The expression of *Tbr1*, a marker of the thalamic eminence, was not affected in the mutants either (Figures 11K,L). Finally, we explored the expression of several markers of the tuberal region. The expression of genes specific for some important hypothalamic nuclei, like *SF-1* (*Nr5a1*) (marker of the ventromedial nucleus of the hypothalamus) and *Pomc* (marker of the arcuate nucleus) was not changed in the *Lhx5* mutants (Figures 11M–P). *Lef1*, a marker of the boundary between the mammillary and tuberal regions, was also essentially unchanged in the mutants (Figures 11Q,R). Additionally, we performed apoptosis (caspase 3) and proliferation (Ki67) analyses on the hypothalamic tuberal region as well as the prethalamus, which showed no change in the mutant (not shown).

**Figure 11:**
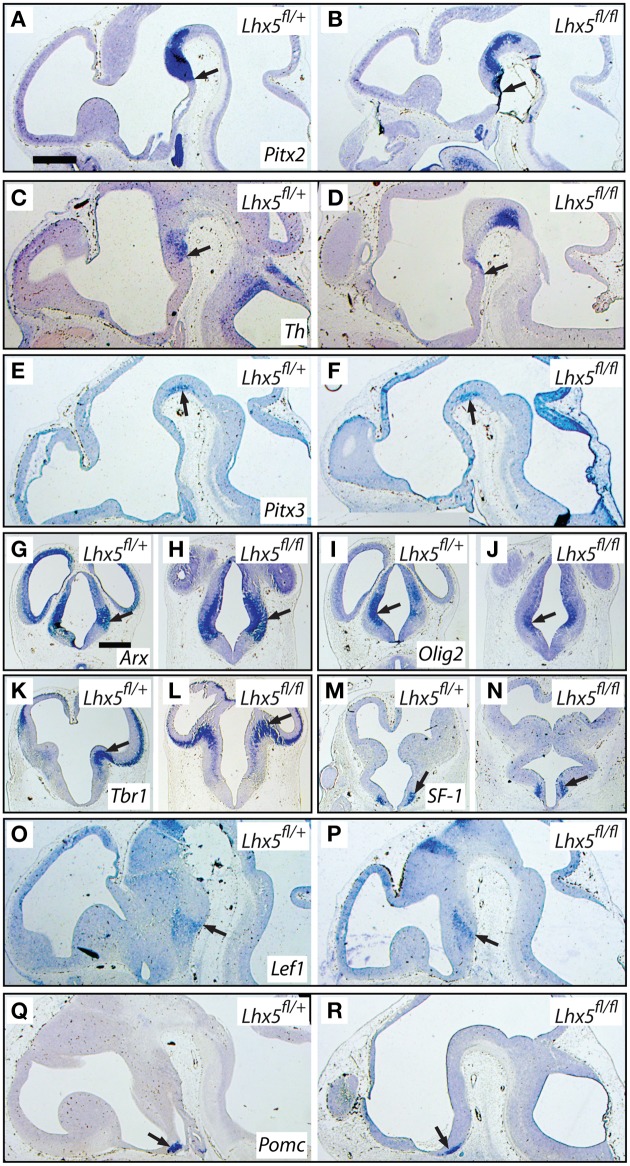
**The tuberal and prethalamic regions seem unaffected in the *Lhx5*^*fl*∕*fl*^ mutant**. *In situ* hybridization detection of marker gene expression (as indicated) on sections of E12.5 embryos of in *Lhx5*^*fl*∕+^ and *Lhx5*^*fl*∕*fl*^ mice (as indicated). Arrows indicate comparable points in the expression domains of controls and mutants. **(A–F)** *Pitx2, Th*, and *Pitx3* are midbrain markers. **(G–J)** *Arx* and *Olig2* are prethalamus markers. **(K,L)** *Tbr1* is a marker of the thalamic eminence. **(M–R)** *SF-1, Lef1* and *Pomc* are tuberal markers. See Results Section for details. Scale bars: 500 μm (in **A**, for sagittals; in **G**, for transverse sections).

We concluded that the hypomorph allele of *Lhx5* that we have generated does not cause a general defect in hypothalamus development, but its effects are mostly felt on the MBO. This said, we have also observed gross alteration of pituitary development in our mutants (not shown), due probably to the reduction in *Tbx3* expression (*Tbx3* is essential for pituitary development, Trowe et al., 2013).

## Discussion

We attempted to elucidate the mechanisms downstream *Shh* signaling by which the regions of the caudal hypothalamus acquire their identity. The expression domain of *Lhx5* is appropriate for this gene to play a role in determining important properties of the caudal hypothalamus. Therefore, we generated a novel mutant allele giving rise to a hypomorph. Subsequent expression analysis with microarrays and other experiments have provided us with a series of candidate genes involved in appropriate differentiation of the MBO. LHX5 regulates directly or indirectly the onset or the maintenance of expression of these genes and is therefore key to MBO development (Figure 12). Two major pathways known to be involved in the development of the tubero-mamillary region could be affected in the *Lhx5* mutant. One of them includes transcription factors *Olig2* and *Otp* acting upstream of *Sim1* and *2* and finally *Foxb1* for differentiation and survival of the MBO. The second involves the restricted inhibition of *Shh* by *Tbx3* to allow for tubero-mamillary differentiation.

**Figure 12:**
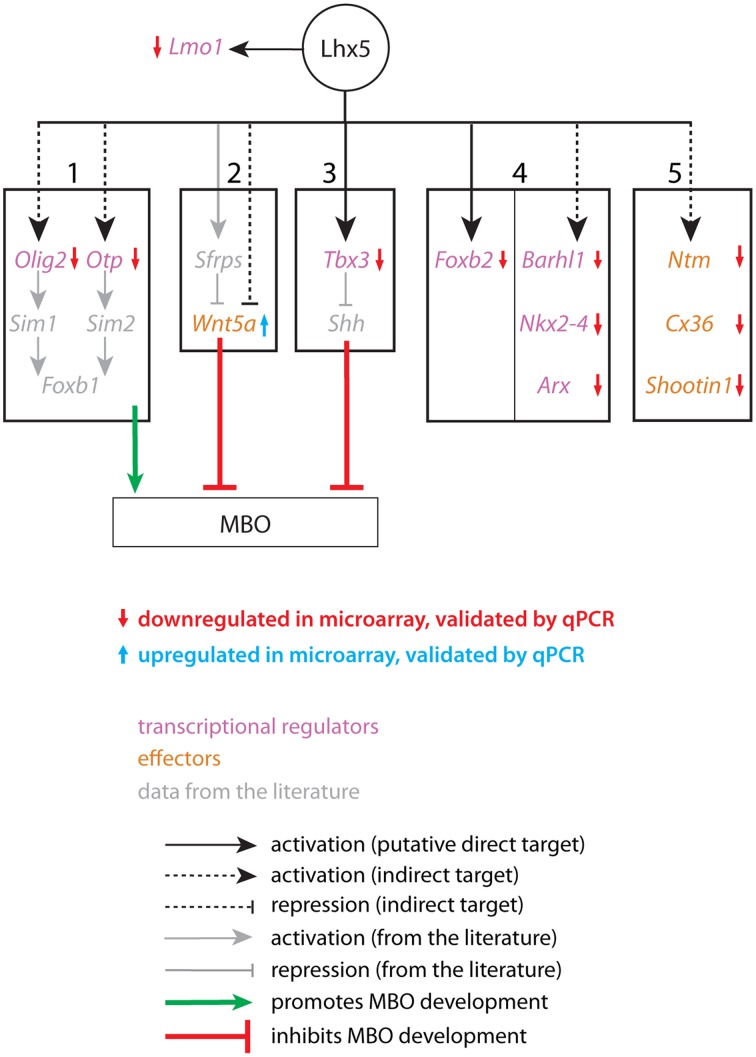
**A possible network of *Lhx5*-regulated genes and interactions related to MBO development and differentiation**. Genes downregulated (red arrows) or upregulated (blue arrows) according to microarray data validated by qPCR have been placed into 5 “bins”. Bins 1–3 contain genes and interactions known to be essential for MBO development (bin 1) or for the development of the hypothalamus (bins 2 and 3). Bin 4 shows transcription factors specifically expressed in the MBO which have not been proven essential for its development. Bin 5 contains effector genes (adhesion, axonal guidance) expressed in the MBO and presumably involved in its differentiation. *Lmo1* has a reciprocal regulatory relation with *Lhx5* not shared with any of the other candidates. In gray, data from the literature.

### *Olig2* and *Otp* act upstream of *Sim1* and *Sim2* in MBO development

Of the genes found in our expression analysis, some can be readily related to the MBO phenotype. We have divided them into five categories (Figure 12, bins 1–5). The first one contains the transcription factors *Olig2* and *Otp. Olig2* activates *Sim1* in the developing zebrafish diencephalon (Borodovsky et al., 2009), and the expression domain of *Sim1* was strongly reduced in our mutant (Figures 10E,F). *Otp* is required for *Sim2* expression in the mouse hypothalamus (Wang and Lufkin, 2000). Both *Sim1* and *Sim2* are essential for MBO development (Marion et al., 2005) and additionally they are required to maintain MBO expression of the transcription factor *Foxb1*, which is itself required for MBO development and survival (Alvarez-Bolado et al., 2000a). This suggests that *Lhx5* contributes to initiate or maintain a transcriptional network that is required for the specification of the MBO.

### *Tbx3* is required for MBO development downstream of *Lhx5*

In the chicken hypothalamus, *Tbx2* is required to antagonize Shh in the tubero-mamillary region in this way allowing it to acquire hypothalamic fate (Manning et al., 2006). The same function is performed by *Tbx3* in the mouse (Trowe et al., 2013). We show here that *Tbx3* is a possible direct target of *Lhx5* (Figure 6B), that the *Shh* expression domain is inappropriately large in our mutant (Figures 9C,D), and that the *Tbx3*-deficient brain has an abnormal MBO (Figures 8G–L). Thus, *Lhx5* is upstream of three pathways all of which can independently cause the MBO defects observed in our mutants (summarized in Figure 12, bins 1–3).

### Is *Wnt* inhibition through *Lhx5* required for MBO development?

In zebrafish (Kapsimali et al., 2004) and chicken (Manning et al., 2006) hypothalamic fate acquisition requires Wnt pathway inhibition. *Lhx5* inhibits Wnt by acting upstream of the Wnt antagonists *Sfrp1a* and *Sfrp5* in zebrafish (Peng and Westerfield, 2006). Although to the best of our knowledge these interactions have not yet been confirmed in the mouse, our observation that *Wnt5a* (Figure 12, bin 2) is ectopically expressed in the MBO (Supplementary Figures 3C′,D′) seems to agree with them. This would suggest that a lack of antagonism of Wnt signaling in this region may lead to a failure to acquire appropriate fate. On the other hand, the increase in Wnt5a that we observe is very small, and there are no signs of other genes of the Wnt pathway altered in our mutant. For this reason we consider that this result suggests some Wnt involvement in MBO development, in general agreement with published data on other models. But this line of inquiry would need to be confirmed by further experiments in the mouse.

### Deficient MBO specification in the *Lhx5* mutants

The final result of these alterations could be a reduction in the region specified to produce MBO neurons as well as an imperfect differentiation of the MBO-fated neurons that could still be generated. *Lhx5* mutants would have fewer MBO neurons and they would be incorrectly specified. This deficient specification would in turn cause loss of expression of specific markers (Figure 12, bins 4, 5). Furthermore, the genes in the fifth bin are involved in adhesion (*Ntm, Cx36-Gdj*) and axonal outgrowth (*Shootin1*), which suggests that the loss of MBO identity may additionally translate into a loss of specific aggregation of MBO neurons and loss of the characteristic mamillary axonal tree. The lack of changes in proliferation or apoptosis (Figure 5) together with the persistence of a restricted group of *Foxb1*-lineage cells in the mamillary region (Figures 10A,B) are consistent with this hypothesis.

### LMO1 is a possible direct target and antagonist of Lhx5

LMO proteins antagonize the function of LHX transcription factors by competing with them for binding to the LHX obligate partner LDB (Bach, 2000). Since we show that *Lmo1* is a possible direct target of LHX5, we predict that *Lmo1* and *Lhx5* are arranged in a negative feedback loop and our luciferase assays confirm this prediction (Figure 7D). A similar mechanism is in operation in the developing thalamus between *Lhx2* and *Lmo3* (Chatterjee et al., 2012).

### Zebrafish vs. mouse

The function of hypothalamic regulators seems to have been highly conserved during evolution and zebrafish orthologs have similar roles to their mouse counterparts (Machluf et al., 2011). Therefore, it would be interesting to know if the proposed gene regulatory network is evolutionary conserved and valid in other organisms. In zebrafish, the mamillary region is specified by the combined activity of transcription factors *Fezf2, Otp, Sim1a*, and *Foxb1.2* (Wolf and Ryu, 2013). At a stage when neuronal specification takes place, the expression domains of *Fezf2, Otp, Foxb1.2*, and *Sim1a* form distinct subdomains within the zebrafish mamillary region giving rise to distinct mamillary neuronal subpopulations (Wolf and Ryu, 2013). Here we show that in the mouse *Otp, Sim1*, and *Foxb1* are direct or indirect targets of LHX5, which is essential for MBO development. *Fezf2* is expressed early in the developing forebrain and controls regionalization of the diencephalon in both zebrafish and mouse (Hirata et al., 2006; Jeong et al., 2007; Shimizu and Hibi, 2009; Scholpp and Lumsden, 2010). Furthermore, it is expressed in the mouse mamillary neuroepithelium, but not throughout the entire MBO (Allen-Institute-for-Brain-Science, 2009). *Fezf1*- and *Fezf2*-are responsible for the expression of *Lhx5* in the subthalamus, and the double mutant mouse exhibits a hippocampal phenotype very similar to that of the *Lhx5* mutant (Zhao et al., 1999; Hirata et al., 2006). However, the MBO was intact in this double mutant (Hirata et al., 2006). These results suggest that the pathways underlying hypothalamic regional development are conserved to a high degree.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Lhx5 controls mamillary differentiation in the developing hypothalamus of the mouse
**Source:** Front Neuroanat. 2015 Aug 14;9:113. doi: 10.3389/fnana.2015.00113
**Supplement:** Supplementary Table 1 — List of results of microarray expression profiling.

| Gene Symbol   | RefSeq       | p-value(Genotyp) | p-value(KO vs. WT) | Ratio(KO vs. WT) | Fold-Change(KO vs. WT) | Fold-Change(KO vs. WT)<br>(Description) |
|---------------|--------------|------------------|--------------------|------------------|------------------------|-----------------------------------------|
| Gpr50         | NM_010340    | 3,39E-05         | 3,39E-05           | 0,288946         | -3,46085               | KO down vs WT                           |
| Dlx1          | NM_010053    | 0,000135526      | 0,000135526        | 0,310889         | -3,21658               | KO down vs WT                           |
| Irs4          | NM_010572    | 0,00518773       | 0,00518773         | 0,360268         | -2,77571               | KO down vs WT                           |
| Si            | NM_021882    | 0,00209707       | 0,00209707         | 0,40525          | -2,46761               | KO down vs WT                           |
| Gstm6         | NM_008184    | 0,00121203       | 0,00121203         | 0,410105         | -2,4384                | KO down vs WT                           |
| Otp           | NM_011021    | 0,00155629       | 0,00155629         | 0,411406         | -2,43069               | KO down vs WT                           |
| Rax           | NM_013833    | 5,30E-05         | 5,30E-05           | 0,414606         | -2,41193               | KO down vs WT                           |
| Dlx2          | NM_010054    | 0,000300083      | 0,000300083        | 0,440216         | -2,27161               | KO down vs WT                           |
| Sp9           | NM_001005343 | 2,90E-06         | 2,90E-06           | 0,44246          | -2,26009               | KO down vs WT                           |
| Dlx5          | NM_010056    | 0,00027362       | 0,00027362         | 0,456074         | -2,19263               | KO down vs WT                           |
| Foxb2         | NM_008023    | 3,15E-08         | 3,15E-08           | 0,457636         | -2,18514               | KO down vs WT                           |
| Olig1         | NM_016968    | 4,55E-05         | 4,55E-05           | 0,466803         | -2,14223               | KO down vs WT                           |
| Tbx3          | NM_011535    | 0,000500565      | 0,000500565        | 0,467307         | -2,13992               | KO down vs WT                           |
| Arx           | NM_007492    | 0,000207497      | 0,000207497        | 0,478057         | -2,0918                | KO down vs WT                           |
| Six3          | NM_011381    | 1,25E-05         | 1,25E-05           | 0,480345         | -2,08184               | KO down vs WT                           |
| Olig3         | NM_053008    | 0,00560315       | 0,00560315         | 0,490271         | -2,03969               | KO down vs WT                           |
| Olig2         | NM_016967    | 0,000690954      | 0,000690954        | 0,494689         | -2,02147               | KO down vs WT                           |
| Gsx2          | NM_133256    | 0,000545945      | 0,000545945        | 0,510516         | -1,9588                | KO down vs WT                           |
| Nol4          | NM_199024    | 1,11E-05         | 1,11E-05           | 0,511139         | -1,95642               | KO down vs WT                           |
| C130060K24Rik | NM_175524    | 7,44E-06         | 7,44E-06           | 0,512853         | -1,94988               | KO down vs WT                           |
| Gjd2          | NM_010290    | 0,000346777      | 0,000346777        | 0,516213         | -1,93719               | KO down vs WT                           |
| Gad2          | NM_008078    | 0,00274626       | 0,00274626         | 0,525892         | -1,90153               | KO down vs WT                           |
| Fezf1         | BC119565     | 0,00349126       | 0,00349126         | 0,532943         | -1,87637               | KO down vs WT                           |
| Cdh20         | NM_011800    | 8,68E-05         | 8,68E-05           | 0,548352         | -1,82364               | KO down vs WT                           |
| Six3os1       | NR_015385    | 8,30E-05         | 8,30E-05           | 0,551938         | -1,8118                | KO down vs WT                           |
| Nrxn3         | NM_172544    | 0,00343165       | 0,00343165         | 0,567385         | -1,76247               | KO down vs WT                           |
| Vax1          | NM_009501    | 0,00049298       | 0,00049298         | 0,57439          | -1,74098               | KO down vs WT                           |
| Barhl1        | NM_019446    | 1,02E-05         | 1,02E-05           | 0,57836          | -1,72903               | KO down vs WT                           |
| Dok6          | NM_001039173 | 5,10E-10         | 5,10E-10           | 0,578656         | -1,72814               | KO down vs WT                           |

|               |                    |             |             |          |          |               |
|---------------|--------------------|-------------|-------------|----------|----------|---------------|
| Nol4          | NM_001161483       | 1,36E-05    | 1,36E-05    | 0,578974 | -1,72719 | KO down vs WT |
| Magel2        | BC054763           | 2,49E-07    | 2,49E-07    | 0,581115 | -1,72083 | KO down vs WT |
| Ankrd43       | NM_183173          | 0,000448456 | 0,000448456 | 0,58657  | -1,70483 | KO down vs WT |
| 6430601O08Rik | AK032580           | 0,001111031 | 0,001111031 | 0,594563 | -1,68191 | KO down vs WT |
| Lmo1          | NM_057173          | 1,36E-05    | 1,36E-05    | 0,59881  | -1,66998 | KO down vs WT |
| Rian          | AF357355           | 5,65E-06    | 5,65E-06    | 0,599159 | -1,66901 | KO down vs WT |
| Nkx2-4        | NM_023504          | 8,51E-06    | 8,51E-06    | 0,608031 | -1,64465 | KO down vs WT |
| 1700101E01Rik | BC147760           | 2,53E-05    | 2,53E-05    | 0,608224 | -1,64413 | KO down vs WT |
| 4930506M07Rik | NM_001114312       | 0,000979848 | 0,000979848 | 0,610563 | -1,63783 | KO down vs WT |
| Sox1          | NM_009233          | 0,00250404  | 0,00250404  | 0,61141  | -1,63556 | KO down vs WT |
| Pdcd10        | NM_019745          | 1,15E-06    | 1,15E-06    | 0,616068 | -1,6232  | KO down vs WT |
| Rtl1          | NM_184109          | 2,95E-06    | 2,95E-06    | 0,618141 | -1,61776 | KO down vs WT |
| Nol4          | NM_199024          | 2,17E-06    | 2,17E-06    | 0,627515 | -1,59359 | KO down vs WT |
| Tbc1d30       | NM_029057          | 0,000390939 | 0,000390939 | 0,62896  | -1,58993 | KO down vs WT |
| Nr0b1         | NM_007430          | 0,00111735  | 0,00111735  | 0,63043  | -1,58622 | KO down vs WT |
| Rtl1          | NM_184109          | 5,30E-06    | 5,30E-06    | 0,635429 | -1,57374 | KO down vs WT |
| Gm9990        | ENSMUST00000070021 | 0,00196533  | 0,00196533  | 0,636752 | -1,57047 | KO down vs WT |
| 1100001E04Rik | AB073967           | 0,00056358  | 0,00056358  | 0,637139 | -1,56952 | KO down vs WT |
| Nptx1         | NM_008730          | 3,01E-05    | 3,01E-05    | 0,64667  | -1,54638 | KO down vs WT |
| Lect1         | NM_010701          | 3,30E-05    | 3,30E-05    | 0,647533 | -1,54432 | KO down vs WT |
| Pcdh9         | NM_001081377       | 0,000694503 | 0,000694503 | 0,648087 | -1,543   | KO down vs WT |
| Rtl1          | NM_184109          | 2,63E-05    | 2,63E-05    | 0,649123 | -1,54054 | KO down vs WT |
| 2310001H12Rik | ENSMUST00000089906 | 0,000100622 | 0,000100622 | 0,649417 | -1,53984 | KO down vs WT |
| Ntm           | NM_172290          | 9,09E-07    | 9,09E-07    | 0,65078  | -1,53662 | KO down vs WT |
| A430033K04Rik | NM_183025          | 0,000166488 | 0,000166488 | 0,652075 | -1,53357 | KO down vs WT |
| Meg3          | NR_003633          | 1,61E-05    | 1,61E-05    | 0,656648 | -1,52289 | KO down vs WT |
| Dlx6          | NM_010057          | 0,000984513 | 0,000984513 | 0,658436 | -1,51875 | KO down vs WT |
| Lhx3          | NM_001039653       | 0,0051356   | 0,0051356   | 0,661176 | -1,51246 | KO down vs WT |
| Lonrf2        | NM_001029878       | 3,60E-05    | 3,60E-05    | 0,662943 | -1,50843 | KO down vs WT |
| 2310001H12Rik | ENSMUST00000112540 | 4,70E-06    | 4,70E-06    | 0,663584 | -1,50697 | KO down vs WT |

|               |                    |             |             |          |          |               |
|---------------|--------------------|-------------|-------------|----------|----------|---------------|
| Lypd1         | NM_145100          | 0,000134161 | 0,000134161 | 0,663984 | -1,50606 | KO down vs WT |
| Dlx1as        | NR_002854          | 0,00476894  | 0,00476894  | 0,664813 | -1,50418 | KO down vs WT |
| Wnt5a         | NM_009524          | 0,000379905 | 0,000379905 | 1,50904  | 1,50904  | KO up vs WT   |
| Olfr1418      | NM_001011524       | 9,31E-05    | 9,31E-05    | 1,51121  | 1,51121  | KO up vs WT   |
| Esrp1         | NM_194055          | 0,00254113  | 0,00254113  | 1,51266  | 1,51266  | KO up vs WT   |
| Myh7          | NM_080728          | 2,56E-08    | 2,56E-08    | 1,51483  | 1,51483  | KO up vs WT   |
| BC061212      | BC061212           | 4,46E-05    | 4,46E-05    | 1,51574  | 1,51574  | KO up vs WT   |
| Rabl5         | NM_026073          | 8,35E-07    | 8,35E-07    | 1,51648  | 1,51648  | KO up vs WT   |
| Itih5         | NM_172471          | 1,25E-05    | 1,25E-05    | 1,52856  | 1,52856  | KO up vs WT   |
| 5330426P16Rik | ENSMUST00000089395 | 0,00269257  | 0,00269257  | 1,52926  | 1,52926  | KO up vs WT   |
| Tm4sf1        | NM_008536          | 0,000315704 | 0,000315704 | 1,52978  | 1,52978  | KO up vs WT   |
| Gm8020        | ENSMUST00000095981 | 2,98E-05    | 2,98E-05    | 1,53143  | 1,53143  | KO up vs WT   |
| Gm13235       | ENSMUST00000105736 | 5,04E-05    | 5,04E-05    | 1,5324   | 1,5324   | KO up vs WT   |
| Gm13225       | XM_899253          | 5,04E-05    | 5,04E-05    | 1,5324   | 1,5324   | KO up vs WT   |
| Foxe1         | NM_183298          | 0,000135823 | 0,000135823 | 1,53571  | 1,53571  | KO up vs WT   |
| Snord115      | AF357427           | 1,90E-05    | 1,90E-05    | 1,54064  | 1,54064  | KO up vs WT   |
| Snord115      | AF357427           | 1,90E-05    | 1,90E-05    | 1,54064  | 1,54064  | KO up vs WT   |
| V1rd21        | NM_207547          | 8,98E-05    | 8,98E-05    | 1,54074  | 1,54074  | KO up vs WT   |
| Prnd          | NM_023043          | 0,000309864 | 0,000309864 | 1,54465  | 1,54465  | KO up vs WT   |
| 1110032E23Rik | NM_133187          | 4,70E-05    | 4,70E-05    | 1,54814  | 1,54814  | KO up vs WT   |
| Krtap4-1      | NM_001048196       | 6,93E-06    | 6,93E-06    | 1,56086  | 1,56086  | KO up vs WT   |
| LOC100046559  | XR_031095          | 0,000112218 | 0,000112218 | 1,56678  | 1,56678  | KO up vs WT   |
| Folr1         | NM_008034          | 0,000207585 | 0,000207585 | 1,57398  | 1,57398  | KO up vs WT   |
| Slit1         | NM_015748          | 0,000190471 | 0,000190471 | 1,58333  | 1,58333  | KO up vs WT   |
| Trdn          | NM_029726          | 5,82E-05    | 5,82E-05    | 1,59346  | 1,59346  | KO up vs WT   |
| Znhit1        | NM_027318          | 1,65E-06    | 1,65E-06    | 1,59492  | 1,59492  | KO up vs WT   |
| Plod3         | NM_011962          | 1,66E-06    | 1,66E-06    | 1,61643  | 1,61643  | KO up vs WT   |
| Adra1d        | NM_013460          | 9,29E-05    | 9,29E-05    | 1,64217  | 1,64217  | KO up vs WT   |
| Gm8304        | XM_001477007       | 4,54E-06    | 4,54E-06    | 1,65072  | 1,65072  | KO up vs WT   |
| Foxl1         | NM_008024          | 0,00010926  | 0,00010926  | 1,67307  | 1,67307  | KO up vs WT   |
| Cldn1         | NM_016674          | 0,00289192  | 0,00289192  | 1,68165  | 1,68165  | KO up vs WT   |
| Ifitm3        | NM_025378          | 1,16E-05    | 1,16E-05    | 1,68962  | 1,68962  | KO up vs WT   |
| Gja5          | NM_008121          | 4,26E-05    | 4,26E-05    | 1,7794   | 1,7794   | KO up vs WT   |
| Emid2         | NM_024474          | 7,84E-05    | 7,84E-05    | 1,82318  | 1,82318  | KO up vs WT   |
| Ferd3l        | NM_033522          | 0,000171068 | 0,000171068 | 1,89603  | 1,89603  | KO up vs WT   |
| Vgll2         | NM_153786          | 0,000193364 | 0,000193364 | 1,89767  | 1,89767  | KO up vs WT   |
| Lrtm1         | NM_176920          | 0,000635917 | 0,000635917 | 1,95062  | 1,95062  | KO up vs WT   |
| Corin         | NM_016869          | 0,000136501 | 0,000136501 | 1,96657  | 1,96657  | KO up vs WT   |
| Lgi1          | NM_020278          | 1,20E-05    | 1,20E-05    | 2,05838  | 2,05838  | KO up vs WT   |
| Gal           | NM_010253          | 4,83E-09    | 4,83E-09    | 2,41434  | 2,41434  | KO up vs WT   |
| C1ql4         | NM_001024702       | 7,86E-06    | 7,86E-06    | 2,57204  | 2,57204  | KO up vs WT   |
| Tmem184a      | NM_001161548       | 4,99E-06    | 4,99E-06    | 2,612    | 2,612    | KO up vs WT   |
| LOC677548     | XR_034974          | 0,0058246   | 0,0058246   | 2,96532  | 2,96532  | KO up vs WT   |
| Gm9078        | XR_031413          | 6,41E-05    | 6,41E-05    | 4,17381  | 4,17381  | KO up vs WT   |

# Supplementary material for: Lhx5 controls mamillary differentiation in the developing hypothalamus of the mouse
**Source:** Front Neuroanat. 2015 Aug 14;9:113. doi: 10.3389/fnana.2015.00113
**Supplement:** Supplementary Figure 1 — Medio-lateral series of sagittal sections through the brain of mouse embryos (E12.5), genotypes as indicated at the top. For each genotype, the left column shows in situ hybridization for Lhx5 and the right column shows labeling of an adjacent section with anti-LHX1/5 antibody (at higher magnification). The arrows indicate the mamillary body primordium. Scale bars left column (ISH), 500 ìm; right column (antibodies), 100 μm.

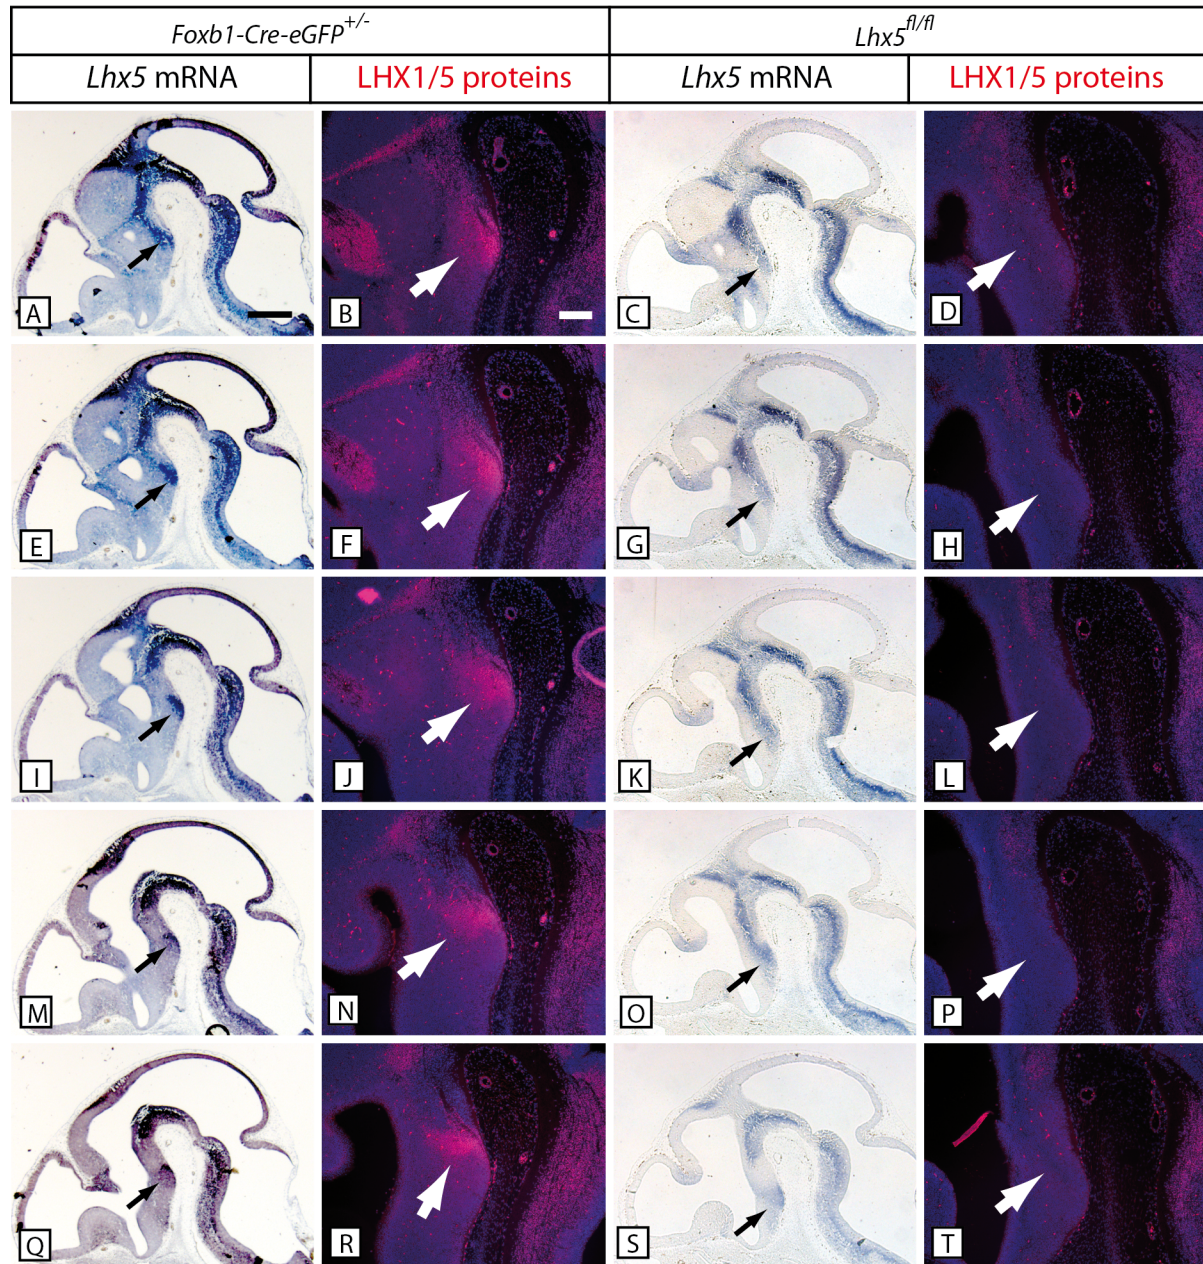

Medio-lateral series of sagittal sections through the brain of mouse embryos (E12.5), genotypes as indicated at the top. For each genotype, the left column shows in situ hybridization for *Lhx5* and the right column shows labeling of an adjacent section with anti-LHX1/5 antibody (at higher magnification). The arrows indicate the mammillary body primordium. Scale bars left column (ISH), 500  $\mu$ m; right column (antibodies), 100  $\mu$ m.

Heide et al.  
Suppl. Fig. 1

# Supplementary material for: Lhx5 controls mamillary differentiation in the developing hypothalamus of the mouse
**Source:** Front Neuroanat. 2015 Aug 14;9:113. doi: 10.3389/fnana.2015.00113
**Supplement:** Supplementary Figure 3 — Expression pattern of qPCR-validated candidates on Lhx5fl/+ and Lhx5fl/fl mutant embryos In situ hybridization of qPCR-validated microarray candidates (as indicated) on sagittal sections of E12.5 Lhx5fl/+ and Lhx5fl/fl mutant embryos. Insets show MBO under higher magnification. Black arrows indicate the position of the MBO; arrows after the gene name indicate downregulation (red arrow) or upregulation (blue arrow) in microarrays and qPCR. Scale bar (in A): 500 μm.

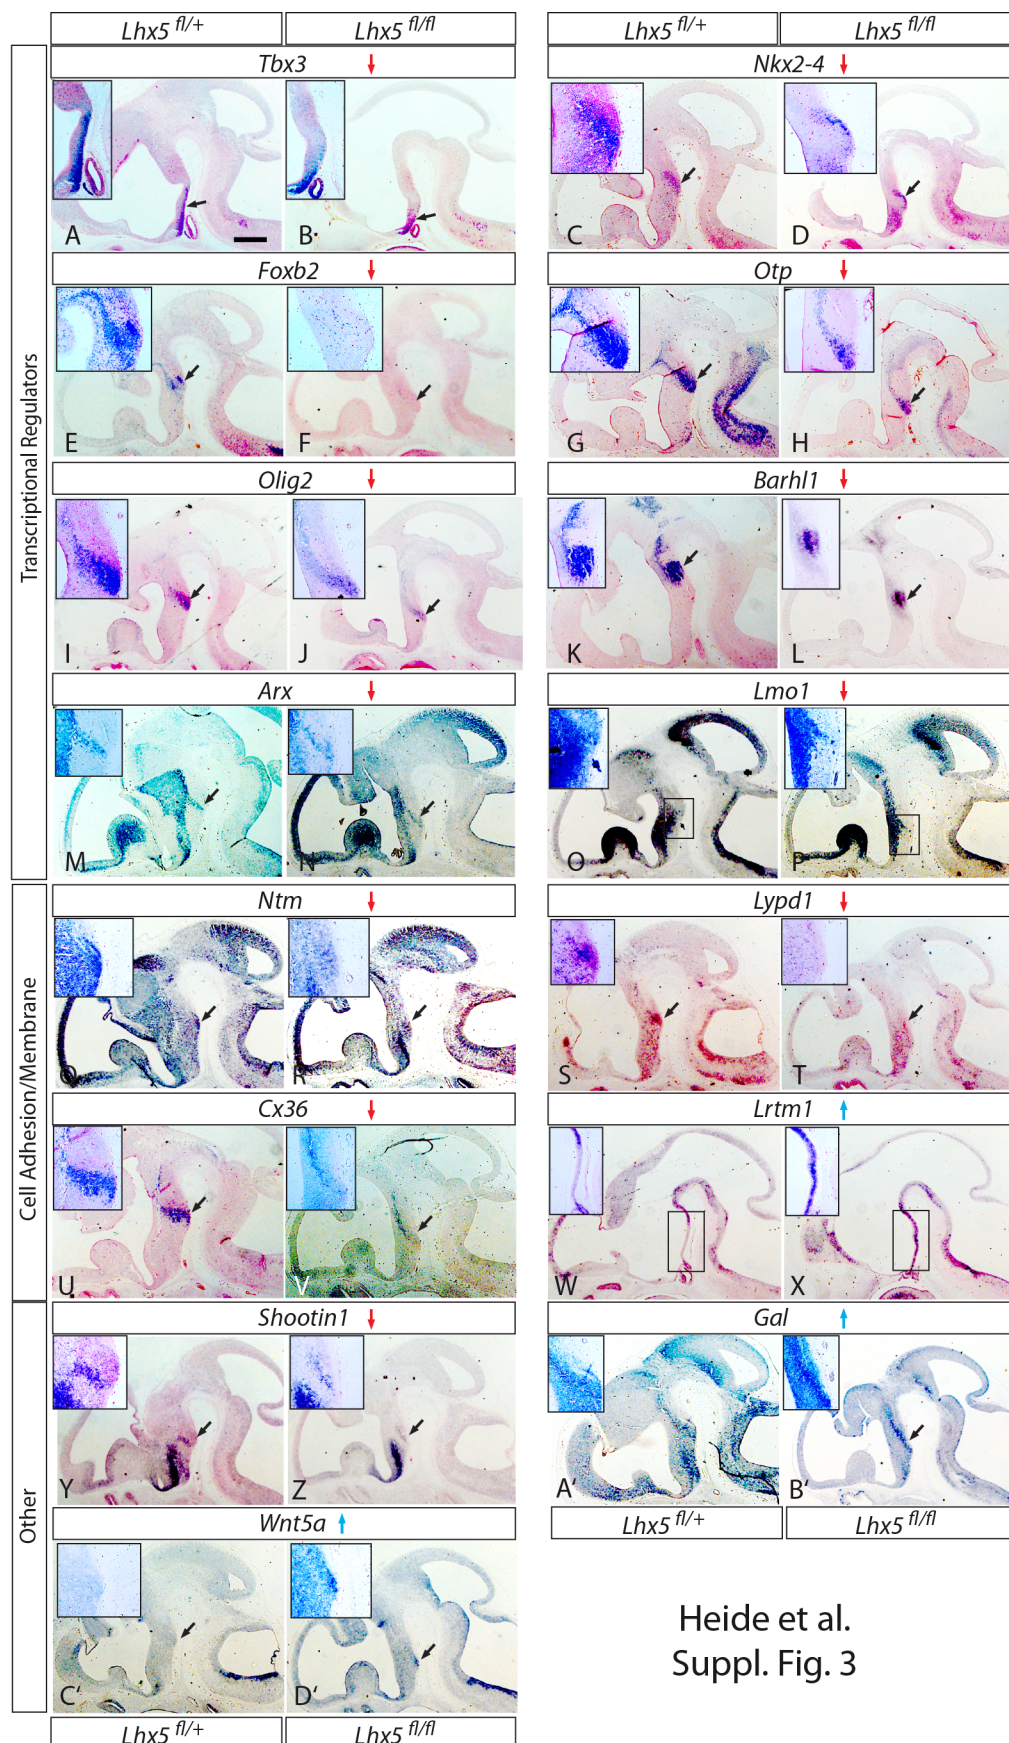

Heide et al.  
Suppl. Fig. 3

### Expression pattern of qPCR-validated candidates on *Lhx5*<sup>fl/+</sup> and *Lhx5*<sup>fl/fl</sup> mutant embryos

In situ hybridization of qPCR-validated microarray candidates (as indicated) on sagittal sections of E12.5 *Lhx5*<sup>fl/+</sup> and *Lhx5*<sup>fl/fl</sup> mutant embryos. Insets show MBO under higher magnification. Black arrows indicate the position of the MBO; arrows after the gene name indicate downregulation (red arrow) or upregulation (blue arrow) in microarrays and qPCR. Scale bar (in A): 500 µm.

How the deposited data were processed for this re-analysis (not part of the article)

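ChIP-Seq was made in Neuro2a cells with LHX5-FLAG and in cells with the FLAG tag alone, with 1 anti-FLAG library and 1 input library for each. Libraries were grouped by these conditions, from the labels of the samples and the methods of the paper. The peak lists of the 2 anti-FLAG libraries were used. The inputs entered through the authors' peak calling and were not analysed here by themselves.

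To make the lists, the authors mapped reads to mm9 with Bowtie, removed unmapped reads, called peaks with MACS (M-FOLD 10, *p*-value cutoff 1e-05) against the input, and annotated them with PeakAnalyzer 1.4 by the nearest downstream gene. The methods do not name the versions of Bowtie and MACS, the gene annotation or the treatment of duplicate reads and of reads that map to several places. The deposited values are positions and distances in base pairs. They were used as deposited. Since the lists give no read numbers or scores, depth is unknown, no error between replicates can be given, and the precision of a value is set by the number of peaks behind it.

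Positions were used with the NCBIM37 genome sequence, the same assembly as mm9, and the GENCODE annotation of mouse release 1. Genes of Supplementary Table 1 of the paper were matched to this annotation by symbol, or by a synonym from a table of the GRCm38.p6 assembly that was used for names only. Of its 97 distinct symbols, 86 matched by their own name and 5 through a synonym, and 85 were protein-coding genes. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and pysam 0.24.0 were used.

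Peaks counted as shared when they overlapped by at least 1 bp. A peak was given as exonic when it overlapped an annotated exon, as intronic when it overlapped a gene but no exon, and otherwise as outside genes. The motif was YTAATTAA on either strand. The comparison windows had the length of each peak and started 10 kb beyond its edges on both sides, without windows that were mostly unsequenced. Shares were compared with Fisher's exact test and given with exact binomial intervals at the 95% level. The overlap with Supplementary Table 1 was tested with a one-sided Fisher's exact test against the 22225 protein-coding genes of the annotation and, as an alternative, against 10000 draws of 545 random positions. Peaks per chromosome were compared with 100000 draws by chromosome length. Dinucleotide shuffles were repeated 100 times for each peak. FLAG-only peaks lie in clusters, so the exact tests between the lists were also run with only the first peak kept of each cluster of peaks within 100 kb of each other. To see how much of a peak occurs elsewhere in the genome, each of its 32-bp words was counted on both strands of the chromosomes. All of these tests describe the 2 libraries, not a difference between replicated conditions.

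The procedures were tested on simulated data. A motif planted in 150 of 500 sequences was found in 150, 200 of 200 shuffles kept their dinucleotides, and of 1000 random gene lists 24 gave p under 0.05 in the one-sided Fisher's exact test while 1000 of 1000 lists with 10 planted genes did. The simulated lists gave every gene the same chance, which the nearest downstream gene method does not. Random positions gave 3.68 genes of Supplementary Table 1 on average, against 1.95 expected in the gene test. The error rate of that test under this method was not simulated.

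The genes named in the text were set by a rule before the data were examined: every gene the paper names, genes both in Supplementary Table 1 and assigned a peak, genes assigned in both lists, and the 5 genes with the most LHX5-FLAG peaks. For the last of these only *Cdh20* and *Gm10479* are named, since the genes after them were tied. Small RNA genes, TTAA runs, repeated words and long peaks were chosen after the values were seen. For the other 20 genes of the paper that were looked up, including *Lhx5*, *Lhx1*, *Shh*, *Foxb1*, *Sim1* and *Sim2*, the number assigned a peak was 0. Before the data were examined, tests were set for the motif against the windows, the overlap with Supplementary Table 1 and the largest chromosome share. The draws for genes shared between the lists, the main settings and the alternatives were also set then, apart from 6 alternatives. All other tests were added later, among them the comparisons of the 2 lists by distance, gene context and motif. The result for 1 of the genes measured by qPCR is not reported here.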

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

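The test of the FLAG-only list for Supplementary Table 1 genes, the test of the motif in the peaks of these genes against that list, the test of TTAA runs in that list, the test of words shared between peaks with such runs and the test of repeated words in the control peaks on small RNA genes were chosen only after the result was seen, as were the grouping of peaks into clusters and the overlap without the 3 genes the paper names.

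Genes of Supplementary Table 1, which lists the genes changed in the mutant microarray, had LHX5-FLAG peaks beyond those the paper discusses. Of its 85 protein-coding genes in the annotation, 10 were assigned a peak, where 1.95 were expected among the 511 assigned genes (one-sided Fisher's exact test, p = 2.53e-05). Besides *Lmo1*, *Tbx3* and *Foxb2* these were 7 genes: *Cdh20*, *Six3*, *A430033K04Rik*, *Dlx6* and *Irs4*, lower in the mutant by the paper's table, and *Slit1* and *Fam198b*, higher in it. The paper does not report peaks at these 7 genes, and no gene of the table was assigned a FLAG-only peak, 0 of 42 genes. Without the 3 genes the paper names, the 7 genes were still above the 1.87 expected (one-sided Fisher's exact test, p = 0.00272). The 13 peaks behind the 10 genes held the motif in 9 cases, 69.2%, against 35.5% of the other 532 peaks (two-sided Fisher's exact test, p = 0.018). The 9 include the peaks of *Lmo1*, *Tbx3* and *Foxb2*, which the paper singled out with the motif, and 4 of the 13 peaks belong to *Cdh20*. This comparison was not repeated without these genes. The *Six3* peak on chromosome 17 (85894621 to 85894818) lay 118228 bp from the gene and held 6 sites, the *Irs4* peak on chromosome X (138297361 to 138297541) lay 137645 bp away and held 4, and the peaks of *Dlx6* and *Slit1* held none. Sites may overlap, and the longest tandem runs of TTAA in the *Six3* and *Irs4* peaks were 25 and 14 bp. The 4 peaks of *Cdh20* lay between 796234 and 1445339 bp from it.

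The nearest downstream gene method gives genes beside large intergenic regions more peaks by chance. Random positions gave 3.68 genes of the table on average, more than the 1.95 of the gene test, but 10 or more in a share of 0.0013 of 10000 draws (permutation test, one-sided), which argues against territory size as the whole cause. For the 7 genes alone that share was 0.0474, close to the threshold. The places of the motif in the genome do not account for the overlap either: the 198 peaks with the motif reached 8 genes of the table, and none of 10000 draws of 198 from the 294032 motif sites in the genome did (permutation test, one-sided p = 0.0001, the smallest these draws can give). Enrichment by the antibody or the cells in both libraries, without LHX5, is argued against for the peaks with the motif: the 13 peaks, which lie in 13 clusters, held it in 9 cases, against 1 of 40 FLAG-only peaks with 1 kept per cluster (two-sided Fisher's exact test, p = 1.48e-06). The 8 genes with such a peak were above the 0.727 expected (one-sided Fisher's exact test, p = 6.75e-07). For the peaks without the motif this enrichment cannot be told apart from an effect of LHX5, since the FLAG-only list is so short that only 0.161 genes of the table would be expected in it. The 3 genes with a peak without the motif were not above the 1.27 expected (one-sided Fisher's exact test, p = 0.134). That LHX5 binds near several of the genes stays a hypothesis, and the table comes from embryonic tissue while the peaks come from a cell line.

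Of the LHX5-FLAG peaks, 106 held a tandem run of TTAA of at least 12 bp, or 19.4% (95% exact binomial interval 16.2% to 23.0%). The FLAG-only list had such a run in 0 of 56 peaks (95% exact binomial interval 0% to 6.38%), and 2 of the 1086 windows beside the LHX5-FLAG peaks had one. Of the peaks with the motif, 53.5% had such a run. Over the whole genome, 0.133% of the 112134 runs of 8 to 11 bp had their midpoint in a LHX5-FLAG peak, and 1.44% of the 3890 runs of at least 16 bp did (two-sided Fisher's exact test, p = 1.32e-34, in which runs in one peak are not independent). The share did not rise further with length: it was 1.63% at 16 to 19 bp and 1.11% at 24 bp or more, with overlapping intervals. Isolated CTAATTAA sites lay in a peak in 0.0698% of 151842 cases.

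Reads misplaced on simple repeats would also touch AAAT runs, but 0 of 46357 AAAT runs of at least 16 bp lay in a LHX5-FLAG peak (two-sided Fisher's exact test against TTAA runs, p = 4.13e-63). Enrichment of these repeats in both libraries is argued against by the difference between the lists (two-sided Fisher's exact test, p = 2.22e-05, and p = 0.000409 with 1 peak kept per cluster). Copies of one longer repeat would share their sequence, but the median peak with such a run had 100% of its 32-bp words at a single place in the genome, and 10.4% of these peaks had mostly repeated words against 22.2% of the windows beside them. This argues against such a repeat as the cause of most of them, but not for the 11 peaks with mostly repeated words. Of those, 9 lay on chromosome 12 between 19484046 and 24949369, and 9 shared a 32-bp word with another of the 11, so for these peaks reads shared between copies of a longer repeat cannot be told apart from an effect of LHX5, since the lists do not show where the reads were placed. AT-rich sequence by itself gave the motif in at most 5.50% of shuffled peaks. Apart from these 11 peaks, a hypothesis that remains is that LHX5-FLAG occupies tandem copies of its motif more readily than a single copy. It was found and tested on the same library, and no other biological explanation was tested.

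In the FLAG-only list, 24 of 56 peaks lay on small nuclear or nucleolar RNA genes, in 8 clusters when peaks within 100 kb were joined. The paper does not report where the control peaks lie. Reads spread evenly over all annotated copies would favour U6, which makes up 31.5% of the 2975 copies, but U6 had 0 of the 24 peaks (exact binomial test by cluster, one-sided p = 0.0487). Sharing of reads between near-identical copies stays open: 16 of the 24 peaks had mostly repeated 32-bp words, and such peaks were more frequent among the 24 than among the windows beside them (one-sided Fisher's exact test, p = 0.00148), but with 1 peak kept for each of the 8 clusters, 3 of 8 peaks and 2 of 16 windows had mostly repeated words, and the clusters are too few to decide (one-sided Fisher's exact test, p = 0.186). The midpoint of the peak lay inside the RNA gene for 21 of the 24, as signal centred on the gene body would have it. Enrichment by the antibody or the cells in both libraries also stays open, since the LHX5-FLAG list had 6 peaks on such genes and the windows beside its peaks had 0 of 1086 (one-sided Fisher's exact test, p = 0.00137, and p = 0.0372 with 1 peak kept per cluster). Of these 6 peaks, 4 overlapped a FLAG-only peak. No biological explanation was tested.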

How the results depend on the processing

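The comparisons of the lists by distance and gene context, the statistic over all chromosomes, the moved windows, the overlap without the 3 named genes, the first peak of each cluster and the settings without peaks on small RNA genes, alone and with the first peak of each cluster, were chosen after seeing the data. Each condition had 1 library, so there was no replicate to leave out. No paired analysis was possible because no result comes from a test across samples. A stricter peak threshold was not run, since the lists give no scores.

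Of 49 recomputed values, 37 stayed within 1.5 times the count, within the interval of the median or on their side of the 0.05 threshold. The number of LHX5-FLAG peaks ranged from 526 to 545. The share of LHX5-FLAG peaks with the motif ranged from 35.8% to 42.4% and stayed above the windows under every alternative tried, including windows moved by 10 kb from the peak, of which 19 of 1088 held the motif. The FLAG-only share ranged from 1.79% to 8.93% and was above the windows under none of them. Peaks shared between the lists numbered 5 to 7.

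The values that changed were these. With assignments within 100 kb, the lists shared 5 genes in place of 8. This follows from the limit: the LHX5-FLAG peaks of *Alkbh8*, *BB014433* and *Pde3a* lie 316231, 1076895 and 361250 bp from them. With upregulated symbols only, the overlap with Supplementary Table 1 was 2 genes and no longer past the threshold (one-sided Fisher's exact test, p = 0.192). This set is smaller, with 35 genes against 85. The downregulated set, with 50 genes, is also smaller but stayed past the threshold. It shared 8 genes, where 1.15 were expected (one-sided Fisher's exact test, p = 1.70e-05). Whether the upregulated and downregulated sets differ was not tested. For peaks per chromosome, the largest share, 9.36% on chromosome 1, was not above that of draws by chromosome length (permutation test, one-sided p = 0.0762), while the chi-square statistic over all chromosomes, 73.3, was (permutation test, one-sided p = 1e-05, the smallest these draws can give). The second statistic takes in chromosomes with few peaks as well as those with many. The 5 comparisons of the lists were all past the threshold with all peaks. With 1 peak kept per cluster within 100 kb, the share of LHX5-FLAG peaks in introns, 36.0%, no longer differed from the FLAG-only share (Fisher's exact test, adjusted p = 0.174). Without peaks on small RNA genes none of the 5 was past it (Fisher's exact tests, adjusted p from 0.0629 to 0.706), with 12.6% of LHX5-FLAG peaks within 10 kb, 49.4% over 100 kb, 7.61% on exons, 35.6% in introns and 56.8% outside genes. With both changes together, the comparisons over 100 kb and on exons were past it (adjusted p = 0.0454 for each Fisher's exact test), and those within 10 kb, in introns and outside genes, with 12.4%, 36.2% and 56.0% of LHX5-FLAG peaks, were not (Fisher's exact tests, adjusted p = 0.279, 0.705 and 0.451).

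Among alternatives that kept their side of the threshold, the overlap with Supplementary Table 1 fell from 10 to 6 genes with assignments within 100 kb (one-sided Fisher's exact test, p = 0.000596) and to 7 without the 3 genes the paper names. Of the qPCR genes, 3 had a peak, and 2 had one within 100 kb. The depth of the libraries is unknown, so a gene without a peak cannot be called unbound, and the 56 peaks of the FLAG-only list limit every comparison with it.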

Differences from the paper's values

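The values the paper states for the number of peaks, the share with the motif and the qPCR genes with it were each within 1.5 times the values found here. The paper gives 546 LHX5 binding sites, and the deposited list holds 545 peaks, or 546 lines when its header line is counted. The paper gives the motif in 32.18% of the sites, and the count of YTAATTAA gave 36.3%. None of the alternatives set before the data were examined gave the paper's share. The paper's motif search was not repeated here.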

Other observations

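The statistic of unevenness over all chromosomes was chosen after the values were seen, as were the comparisons of peaks by repeated words and the choice of the long peaks.

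LHX5-FLAG peaks were unevenly spread over chromosomes. Per 100 Mb, chromosome 10 had 31.5 peaks, chromosome 12 had 31.3 and chromosome 5 had 30.8, while chromosome 14 had 7.19, chromosome 4 had 9.64 and chromosome X had 10.8. Chromosome 12 had 38 peaks, where 24.9 were expected by length. Of these, 9 are the peaks above with TTAA runs and mostly repeated words, between 19484046 and 24949369. In the same stretch, the peaks that start at 19583886, 19811273 and 24548648 held no such run, and 0% of their words occur once. The peaks assigned to *Gm10479* all lie in this stretch. Reads shared between repeat copies stay open for all of these peaks, so part of the density of chromosome 12 may be local. Gene number does not account for the uneven spread: with the number of protein-coding genes as the expectation, no draw was as uneven (permutation test on the chi-square statistic, one-sided p = 1e-05, the smallest these draws can give). Peaks with the motif and peaks without it were each uneven (permutation tests, one-sided p = 3e-05 and 0.0005). Copy number or accessibility of whole chromosomes in Neuro2a cells is a candidate explanation. It would raise and lower both kinds of peak together, and the densities of the 2 kinds had a Spearman correlation of 0.392 over 20 chromosomes (permutation test, two-sided p = 0.0856) and a Pearson correlation of 0.359 (permutation test, two-sided p = 0.117). Without chromosomes 14 and 4, the farthest from the median in the density of peaks without the motif, Pearson's r was 0.224. So this explanation cannot be told apart from chance or other causes here. The read density of the inputs, which would bear on it, was not analysed here. No biological explanation was tested.

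Peaks with and without the motif differed in how much of their sequence occurs elsewhere in the genome. Of the 346 peaks without the motif that were no longer than 10 kb, 96 had mostly repeated 32-bp words, or 27.7%, against 15 of the 198 peaks with it, or 7.58% (two-sided Fisher's exact test, p = 4.72e-09). The windows beside the peaks without the motif had mostly repeated words in 14.1% of cases (one-sided Fisher's exact test, p = 1.41e-07). A candidate explanation for part of the peaks without the motif is reads placed on repeated sequence, and this test came out as it requires. It leaves the 250 peaks without the motif and with mostly single-copy words unexplained. In the peaks of *Lmo1*, *Tbx3* and *Foxb2*, 99.1%, 100% and 100% of the words occur once.

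Of the 5 LHX5-FLAG peaks over 1000 bp other than the longest, some lay in particular sequence and others did not. The peak of 5929 bp on chromosome 17 (39979851 to 39985779) overlapped the annotated gene *AY036118*. The peak of 1212 bp on chromosome X (166444831 to 166446042) matched itself at 75.9% of positions when shifted by 31 bp, and the peak of 1453 bp on chromosome 17 (13744629 to 13746081) at 56.4% when shifted by 204 bp. The peaks of 1176 bp on chromosome 4 and 1567 bp on chromosome 9 matched themselves at no more than 30.3%, and 99.6% and 100% of their words occur once in the genome. None of the 5 held the motif. No explanation was tested for these peaks.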
